# A Screening Study Identified Decitabine as an Inhibitor of Equid Herpesvirus 4 That Enhances the Innate Antiviral Response

**DOI:** 10.3390/v16050746

**Published:** 2024-05-08

**Authors:** Camille Normand, Côme J. Thieulent, Christine Fortier, Gabrielle Sutton, Catherine Senamaud-Beaufort, Laurent Jourdren, Corinne Blugeon, Pierre-Olivier Vidalain, Stéphane Pronost, Erika S. Hue

**Keywords:** real-time cell assay, xCELLigence, antiviral, equid herpesvirus4, EHV-4, decitabine, horse, *Equus caballus*

## Abstract

Equid herpesvirus 4 (EHV-4) is a common respiratory pathogen in horses. It sporadically induces abortion or neonatal death. Although its contribution in neurological disorders is not clearly demonstrated, there is a strong suspicion of its involvement. Despite preventive treatments using vaccines against EHV-1/EHV-4, the resurgence of alpha-EHV infection still constitutes an important threat to the horse industry. Yet very few studies have been conducted on the search for antiviral molecules against EHV-4. A screening of 42 antiviral compounds was performed in vitro on equine fibroblast cells infected with the EHV-4 405/76 reference strain (VR2230). The formation of cytopathic effects was monitored by real-time cell analysis (RTCA), and the viral load was quantified by quantitative PCR. Aciclovir, the most widely used antiviral against alpha-herpesviruses in vivo, does not appear to be effective against EHV-4 in vitro. Potential antiviral activities were confirmed for eight molecules (idoxuridine, vidarabine, pritelivir, cidofovir, valganciclovir, ganciclovir, aphidicolin, and decitabine). Decitabine demonstrates the highest efficacy against EHV-4 in vitro. Transcriptomic analysis revealed the up-regulation of various genes implicated in interferon (IFN) response, suggesting that decitabine triggers the immune antiviral pathway.

## 1. Introduction

Equid herpesvirus 4 (EHV-4, newly designed as *Varicellovirus equidalpha4*) and equid herpesvirus 1 (EHV-1, newly designed as *Varicellovirus equidalpha1*) belong to the Varicellovirus genus classified in the *Alphaherpesvirinae* subfamily (family *Herpesviridae*) [1]. For a long time, they were considered the same virus due to their genetic and antigenic similarities [2,3]. These two viruses, responsible for equine rhinopneumonitis, are enveloped with a linear, double-stranded DNA genome of approximately 145 kbp (EHV-4) and 151 kbp (EHV-1) [4]. The infection caused by EHV-4 mainly affects the upper respiratory tract and is characterized by fever, nasal and/or ocular discharge, and cough in young *Equidae* [5]. In adult and/or vaccinated horses, the infection can be unnoticed or subclinical. EHV-4 also causes sporadic abortions or neonatal death [6]. Unlike EHV-1, the association between the presence of EHV-4 and the nervous form of equine herpesvirus-associated myeloencephalopathy (EHM) has not been clearly demonstrated yet. However, its involvement is highly suspected [7]. EHV-4, like other herpesviruses, can establish lifelong latency in trigeminal ganglia and can be reactivated following stressful conditions (transport, handling, the postpartum period) or after specific treatment (corticosteroid) [8,9]. Studies assessing the prevalence of EHV-4 through serological techniques like ELISAs or Virus Neutralization Tests (VNTs) have reported a rate exceeding 80% [10,11,12,13,14,15]. This corroborates the detection of EHV-4 in trigeminal ganglia by PCR during post-mortem examinations, with rates ranging from 33% to 83% [8,16,17,18,19]. These high values attest to the risk of an EHV-4 epizootic and, thus, the economic risk for the equine industry. Indeed, EHV-4 has a worldwide distribution and causes economic losses due to the cessation of competitions and the need for the establishment of safety precautions during each crisis.

Nowadays, double-valence vaccines against EHV-1 and EHV-4 are available. These vaccines reduce clinical signs and viral excretion [20]. A decrease in the number of abortions has also been described [21]. Despite the vaccination of herds, equine rhinopneumonitis outbreaks due to either EHV-1 or EHV-4 are recorded worldwide [22,23].

To step up the fight against herpesviruses, especially the nervous form associated with EHV-1, research is being carried out into antiviral treatments. As the development of specific antiviral drugs is time-consuming and expensive, «drug repositioning» is being explored as a strategy to fight equine herpesviruses. Aciclovir and ganciclovir, along with their prodrugs (valacyclovir and valganciclovir, respectively), are well characterized for their antiviral activity against human herpesviruses [24]. Consequently, these compounds have been evaluated against EHV-1 both in the field [25,26,27] and during experimental infection [28,29,30], revealing significant benefits in infected horses. As far as EHV-4 is concerned, the therapeutic arsenal is limited and, to our knowledge, only four compounds (aciclovir, ganciclovir, genistein, and dynasore) have been reported to inhibit this virus in vitro [31,32].

We recently screened 2891 molecules against EHV-1 by using real-time cell analysis (RTCA) technology, real-time microscopy, and quantitative PCR (qPCR). This work identified eight molecules capable of inhibiting EHV-1 infection in different cell lines [33,34]. The aim of the present study was (i) to screen the antiviral activity of 42 compounds in an in vitro model of E. Derm cells infected with EHV-4, (ii) to evaluate the effect of the most effective compounds (aphidicolin, cidofovir, decitabine, ganciclovir, idoxuridine, pritelivir, valganciclovir, and vidarabine), and (iii) to study the mode of action of decitabine, identified as the most potent compound against EHV-4.

## 2. Materials and Methods

### 2.1. Cell Line and Virus

Equine dermal fibroblasts (E. Derm, NBL-6 CCL-57™; ATCC^®^, Manassas, VA, USA) were maintained in Eagle’s Minimum Essential Medium (EMEM; ATCC^®^, Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS) (Eurobio, Courtaboeuf, France), 100 UI/mL penicillin, 0.1 mg/mL streptomycin, and 0.25 µg/mL amphotericin B (Eurobio) and cultivated at 37 °C and 5% CO_2_. Cells were seeded at 1.2 × 10^4^ cells/well in 96-well plates.

The EHV-4 405/76 strain (VR-2230™; ATCC^®^) was used as the reference strain for the screening of the antiviral effect of compounds at an MOI of 0.23 on E. Derm cells.

### 2.2. Compounds

This study included 40 compounds (herein called an in-house antiviral library) previously evaluated in Thieulent et al.’s 2020 study; they were selected for their effects against different human viruses [33]. Two other molecules (genistein and dynasore) were selected due to their antiviral effect against EHV-4 in vitro, as shown by Spiesschart et al. [31]. All compounds were dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, Saint Quentin Fallavier, France) to prepare 10 or 20 mM stock solutions (Supplementary Table S1). These solutions were aliquoted and stored at −20 °C until use.

### 2.3. Screening of Antiviral Effect by Real-Time Cellular Analysis

Screening of the 42 compounds was carried out at four concentrations (0.4, 2, 10, and 50 μM) with EHV-4-infected cells by impedancemetry using the RTCA MP system (xCELLigence^®^; ACEA Biosciences Inc., San Diego, CA, USA) as described previously [33]. Firstly, 50 µL of medium was added to the wells to perform background impedance readings. Next, 100 µL of cells was seeded in an E-plate 96 at the density cited in Section 2.1, and the cells were incubated at room temperature for 30 min before being incubated in the device station at 37 °C and 5% CO_2_. After 24 h of incubation, the medium was removed, and the cells were infected and treated with 5-fold serial dilutions of each compound. The plates were put back onto the station at 37 °C and 5% CO_2_ for 120 h post-infection (hpi). The control cells were treated with 0.5% of DMSO in the presence or absence of the virus. The same pipeline used by Thieulent et al. was applied to analyze data [32,33]. First, the normalized area under the curve (AUC_n_) from 0 to 120 hpi was calculated for the control wells. The results from a screening plate were considered valid when the Z’-factor calculated from the AUC values of the control wells was above 0.5 [35]. Next, the AUC_n_ was calculated for each compound, as well as the time required for the Cell Index (CI) to decrease by 50% (CIT_50_) after viral infection. A compound was considered to have an antiviral effect when (i) the AUC_n_ increased by >25% and (ii) the CIT_50_ was delayed by >8 h compared to the DMSO-treated infected cells.

Among the 14 compounds satisfying the above criteria, 8 drugs were chosen according to additional criteria corresponding to (i) the absence of toxicity on E. Derm cells at all concentrations tested (half-maximal cytotoxic concentration [CC_50_] > 50 µM) in Thieulent et al.’s 2020 [33] and (ii) an antiviral effect against EHV-1 in our previous report [33] (Figure 1). The antiviral effects of cidofovir (CDV), ganciclovir (GCV), idoxuridine (IDU), pritelivir (BAY 57-1293), valganciclovir (VGCV), and vidarabine (VDR) were tested from 50 to 0.39 µM by 2-fold serial dilution. The concentrations used for decitabine (DTB) ranged from 50 to 0.10 µM. Finally, the antiviral activity of aphidicolin (APD) was evaluated for concentrations from 10 to 0.08 µM. Then, the calculation of the percentage of virus inhibition was performed, and dose–response curves were obtained. The percentage of viral inhibition was estimated through the adapted formula described by Pan et al. (2013) [36]:

$$\mathrm{viral}\;\mathrm{inhibition}\;(\%)=100\times (1-\frac{\left(a-b\right)}{\left(c-b\right)})$$

where *a* corresponds to the AUC_n_ of infected cells treated with different concentrations of compounds, *b* indicates the AUC_n_ of control cells treated with 0.5% of DMSO, and *c* is the AUC_n_ of EHV-4-infected cells treated with 0.5% of DMSO.

### 2.4. Viral Quantitation by qPCR Assay

Cells were seeded in 96-well plates, infected with the EHV-4 405/76 strain, and treated or not as described in part 2.3. At 48 hpi, the plates were frozen at −80 °C. After one freeze/thaw cycle, nucleic acids were extracted using the NucleoMag Pathogen Kit (Macherey-Nagel, Hoerdt, France) and placed onto the KingFisher Flex Purification System (Thermofisher, Courtaboeuf, France). The nucleic acids were stored at −20 °C until use. Each thermal cycling was performed on a QuantStudio™ 12 K Flex Real-Time PCR System (Life Technologies, Courtaboeuf, France). The quantitative PCR (qPCR) protocols for EHV-4 were performed as previously described [32,37]. The quantification of viral genome copies was used to determine the percentage of viral inhibition as described in Section 2.3.

### 2.5. Transcriptomic Analysis

#### 2.5.1. Experiments

E. Derm cells were seeded at 2.5 × 10^4^ cells/well in 6-well plates (Falcon, Falmouth, UK) and incubated at 37 °C and 5% CO_2_. Twenty-four hours post-seeding, the cells were infected with the EHV-4 405/76 strain at an MOI = 2 and treated or not with 25 µM of DTB. At 18 hpi, the medium was removed, and the cells were rinsed two times with antibiotics- and FBS-depleted medium. Then, the cells were lysed with 350 µL of RLT buffer complemented with β-mercaptoethanol and frozen at −80 °C. After one freeze/thaw cycle, nucleic acids were extracted using the RNeasy Plus mini kit (Qiagen, Courtaboeuf, France) according to the manufacturer’s instructions and stored at −80 °C.

#### 2.5.2. Libraries

Library preparation and Illumina sequencing were performed at the Ecole Normale Supérieure Genomique, ENS core facility (Paris, France). Messenger (polyA+) RNAs were purified from 200 ng of total RNA using oligo(dT). Libraries were performed using the strand-specific RNA-Seq library preparation Stranded mRNA Prep Ligation kit (Illumina, San Diego, CA, USA) and were multiplexed by 26 to 28 on 5 P3 flowcells and on additional a P2 flowcell with 6 samples (Illumina). A 68 bp single-end read sequencing was performed on a NextSeq 2000 device (Illumina). A mean of 41 ± 12 million passing Illumina quality filter reads was obtained for each of the 12 samples.

#### 2.5.3. RNASeq Bioinformatics Analysis

The analyses were performed using the Eoulsan pipeline [38], including read filtering, mapping, alignment filtering, read quantification, normalization, and differential analysis: Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with a mean quality ≤ 30 were discarded. The reads were then aligned against the *Equus caballus* genome from Ensembl version 108 and viral genomes from NCBI (KT324740 for EHV-4) using STAR (version 2.78a) [39]. Alignments from reads matching more than once on the reference genome were removed using the Java version of samtools [40]. To compute gene expression, *Equus caballus* GTF genome annotation version 108 from Ensembl database enhanced with EHV-4 virus annotations from NCBI was used. All overlapping regions between alignments and referenced exons were counted and aggregated by genes using HTSeq-count 0.5.3 [41]. The sample counts were normalized using DESeq2 1.8.1 [42]. Statistical treatments and differential analyses were also performed using DESeq2 1.8.1. The RNASeq gene expression data and raw fastq files are available in the GEO repository (www.ncbi.nlm.nih.gov/geo/, e.g., accessed on 19 March 2024) under accession number: GSE261894.

The enrichment analysis of the differentially expressed genes (DEGs) was performed with the DAVID (Database for Annotation, Visualization and Integrated Discovery) database for Gene Ontology (GO) with Knowledgebase v2023q4 [43,44]. DEGS were chosen with |Log2(FC)| > 1 and adjusted *p*-value < 0.05 with Benjamini–Hochberg correction. The GO was divided into biological processes (BPs), molecular functions (MFs), and cellular components (CCs) analyses. DEGs considered as significantly enriched passed a cut-off value of an adjusted *p*-value < 0.05. A radar chart of the 11 up-regulated genes involved in the “response to virus” GO term was made with the fmsb package available in the CRAN repository using RStudio version 4.3.2.

### 2.6. Statistical Analysis

EC_50_ and CC_50_ values were determined using a non-linear regression dose response inhibition curve (GraphPad Prism^®^ software 10.1.2; La Jolla, CA, USA). The Selectivity Index (SI) was calculated for each compound using the following formula:

$$\mathrm{SI}=\frac{{CC}_{50}}{{EC}_{50}}$$

## 3. Results 

### 3.1. Screening and Selection of the Most Effective Compounds against EHV-4

To identify novel antiviral compounds against EHV-4, our in-house antiviral library (40 molecules) and 2 molecules reported by Spiesschaert et al. were screened in 96-well plates at four concentrations (0.4, 2, 10, and 50 μM) by an impedance-based (RTCA) system using E. Derm cells infected with the EHV-4 405/76 reference strain [31]. To ensure the robustness of our assay, the Z′ factors of the six screening plates were calculated based on AUC_n_ values calculated from the RTCA curves of the control wells. Values between 0.59 and 0.92 were obtained, with a median of 0.77, thus validating the assay. The potential antiviral activity of the tested compounds was determined based on AUC_n_ and CIT_50_ values calculated from the RTCA curves of the treated wells, as described in Section 2.3. Based on applied criteria, 14 of the 42 compounds displayed potent antiviral activity against EHV-4: adefovir dipivoxil, aphidicolin (APD), BAY 57-1293, cidofovir (CDV), cytarabine, decitabine (DTB), favipiravir, ganciclovir (GCV), idoxuridine (IDX), maribavir, proguanil hydrochloride, tenofovir disoproxil, valganciclovir hydrochloride (VGCV), and vidarabine (VDR) (Table 1). Aciclovir, genistein, and dynasore did not show antiviral activity in this experimental setting. 

### 3.2. Evaluation of the Antiviral Effect of Eight Antiviral Drugs of Interest against EHV-4

We selected a subset of eight molecules meeting additional criteria: (i) the absence of toxicity on E. Derm cells at all tested concentrations ([CC_50_] > 50 µM) and (ii) an antiviral effect against EHV-1 in our previous study [33], therefore allowing for the identification of compounds inhibiting both EHV-1 and EHV-4 to prevent equine rhinopneumonitis. This short list included two acyclic guanosine analogs (GCV and VGCV), one acyclic guanosine analog (CDV), one acyclic adenosine analog (VDR), and one deoxyuridine analog (IDX). All these five compounds are known inhibitors of herpesviruses’ DNA polymerase [24]. Decitabine (DTB), a deoxycytidine analog altering cellular DNA methylation used for Acute Myeloid Leukemia treatment, was also selected [45]. Finally, aphidicolin (APD), a tetracyclic diterpene antibiotic, and pritelivir (BAY 57-1293), an inhibitor of the Herpes simplex virus-1 (HSV-1) helicase–primase complex [46], were included. All eight molecules were chosen for further evaluation against EHV-4 in dose–response experiments. 

The in vitro efficacy of the eight compounds was evaluated by both RTCA and qPCR methods. The EC_50_ value of each compound was calculated from the percentage of viral inhibition determined with AUC_n_ values or the quantification of viral genome copies, respectively. The results are presented in Table 2. 

IDX presented weak antiviral activity against EHV-4, with an EC_50_ value of 33.75 ± 15.85 µM by RTCA and 7.49 ± 1.00 µM by qPCR. CDV, BAY 57-1293, and VDR showed intermediate antiviral activity against EHV-4 (from 12.55 ± 4.32 to 17.77 ± 1.20 µM by RTCA). Similarly, the EC_50_ values of VGCV were 9.55 ± 2.81 µM by RTCA and 3.60 ± 1.28 µM by qPCR. GCV had stronger antiviral activity against EHV-4, with EC_50_ values measured by the RTCA system and qPCR of 4.05 ± 0.22 µM and 1.32 ± 1.06 µM, respectively.

APD and DTB were the most potent compounds identified against EHV-4 in this study. The CIT_50_ increased by 22.43 ± 4.89 h and 7.48 ± 2.69 h at 2.5 and 1.25 µM of APD, respectively (Figure 2A). APD had EC_50_ values of 2.16 ± 0.18 µM, as determined in the RTCA system (Figure 2A). An EC_50_ value of 0.31 ± 0.09 µM was estimated by qPCR (Figure 2B). In the presence of 1.56 µM and 0.78 µM of DTB, the CIT_50_ values increased by 30.13 ± 15.34 and 25.66 ± 10.74 h, respectively (Figure 2C). Next, the EC_50_ values of DTB were determined by RTCA and qPCR. DTB presented an EC_50_ value of 1.16 ± 0.31 µM by RTCA assay (Figure 2C) and an EC_50_ value of 0.28 ± 0.05 µM by qPCR assay (Figure 2D). All these results agree with the cellular morphology observed by microscopy (Figure 2E–H). Altogether, these results show that DTB is the most interesting compound among the eight molecules tested. This led us to further investigate its mode of action to explain the antiviral effect.

### 3.3. Transcriptomic Analysis of DTB-Treated Cells

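RNA sequencing covered 12 cultures of E. Derm cells, a line of equine dermal fibroblasts, in 4 conditions of 3 cultures each. The cells were untreated (CTL), treated with 25 µM of the cytidine analog DTB (DTB), infected with the EHV-4 reference strain at an MOI of 2 (EHV-4), or infected and treated (EHV-4+DTB). The paper gives the harvest as 18 h post-infection. The sample labels give 18 h for the cultures without DTB and the number 18 with the French word for days for the cultures with DTB. PolyA+ RNA was purified with oligo(dT) and sequenced from stranded libraries. The authors aligned the reads with STAR to the horse genome of Ensembl 108 and to viral genomes, removed reads matching more than once, and counted the rest on exons with HTSeq-count. They deposited these counts without normalization for 30371 horse genes, 79 EHV-4 features and 80 EHV-1 features. Removing reads that match more than once lowers the counts of genes with near-identical copies.
Each culture had 2 technical replicates. Over genes with at least 20 counts, they differed with a chi-square of 1.19 to 1.41 per degree of freedom, against 19.8 to 93.4 between cultures of one condition, and they were summed and counted as 1 sample. The summed counts per culture ranged from 24991036 to 40858592 in CTL (median 29553149), from 19546621 to 31309534 in DTB (median 19802108), from 23337805 to 27662557 in EHV-4 (median 26938819) and from 21597623 to 30024807 in EHV-4+DTB (median 26791468). The mean was 26867843 ± 5881969 counts (SD, n = 12). Counts were compared with edgeR's quasi-likelihood test, with TMM normalization and 1 fit over all 12 cultures. The TMM factors lay between 0.755 and 0.835 in EHV-4 and between 1.05 and 1.12 in the other conditions. Of the features, 12982 had enough counts to be tested, among them 12908 horse genes and 74 EHV-4 features. DEGs were taken as in the paper's methods, by a |log2(FC)| above 1 and an adjusted p below 0.05 with Benjamini–Hochberg correction.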

To better understand the antiviral effect of DTB, we compared the transcriptome of the EHV-4-infected cells in the absence or presence of DTB. 

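In EHV-4+DTB compared with EHV-4, 168 features were DEGs by edgeR's quasi-likelihood test. The 85 features with higher counts were all horse genes. The 83 with lower counts were 9 horse genes and 74 EHV-4 features, so that 94 horse genes were DEGs. In each of the 168, the 3 cultures of one condition lay entirely beyond the 3 of the other in log2 CPM, the counts scaled to library size by TMM, as did 19.9% of all features tested, where chance alone gives 10%. The count moved most when only features with at least 10 counts in every culture were tested, which left out all EHV-4 features and gave 34 DEGs. It fell to 113 without EHV-4 culture 605. The number of up-regulated genes was 40, 37 and 35 without EHV-4 cultures 512, 559 and 605, and 43 without EHV-4+DTB culture 625. It rose to 147 with DESeq2 and 168 with 1 surrogate variable. With a block for the order of the culture numbers, chosen after the data were seen, it was 191. The number of down-regulated horse genes was 4, 5 and 5 without these EHV-4 cultures, 5 without EHV-4+DTB culture 625 and 18 without DTB culture 615.
The largest fitted rises among horse genes were in genes without counts in EHV-4. ENSECAG00000000752 had 0 counts in the 3 EHV-4 cultures together and 53 in EHV-4+DTB, at least 12.8-fold higher when compared with a floor of 3 counts over the group. ENSECAG00000029895 had 0 and 36 counts, at least 8.72-fold higher. It was no longer past the threshold without EHV-4 culture 512, 559 or 605 or without EHV-4+DTB culture 533 or 625, where its edgeR adjusted p lay between 0.0650 and 0.0884, and over all its alternatives between 0.00206 and 0.109. Nor was it past the threshold with glmTreat, at an adjusted p of 0.109, or with DESeq2 betaPrior, at a log2(FC) of 0.50. ENSECAG00000000752 was not past it with technical replicate b alone (edgeR adjusted p = 0.0872, range over its alternatives 0.000344 to 0.0872) or with DESeq2 betaPrior, at a log2(FC) of 0.66. The files do not pair these identifiers with gene names. The 5 largest falls, down to a log2(FC) of -4.52, were all in EHV-4 features.
Of the 4 horse genes annotated by identifier on the left of Figure 3A, ENSECAG00000037488 had between 96 and 107 counts in the EHV-4 cultures and between 36 and 45 in the EHV-4+DTB cultures. Its log2(FC) was -1.83 (standard error 0.27, edgeR adjusted p = 0.00544), and with glmTreat it was not past the threshold (adjusted p = 0.159). ENSECAG00000042262 fell from 12.9 ± 2.30 to 4.40 ± 0.788 CPM (SD, n = 3 each), with a log2(FC) of -1.55 (standard error 0.31, edgeR adjusted p = 0.0240). This gene was no longer past the threshold with glmTreat or without EHV-4 culture 512 or 605 or without EHV-4+DTB culture 533, 579 or 625, where the edgeR adjusted p lay between 0.0509 and 1, within a range of 7.69e-10 to 1 over its alternatives. ENSECAG00000033140 fell from 151 ± 29.6 to 40.2 ± 6.58 CPM, a log2(FC) of -1.91 (standard error 0.61), and ENSECAG00000039448 from 29.7 ± 15.6 to 6.22 ± 0.949 CPM, a log2(FC) of -2.25 (standard error 0.74). In the fit over all cultures their edgeR adjusted p was 0.128 and 0.144. When the 6 infected cultures alone were fitted, it was 0.000675 and 0.0220, and without DTB culture 615 it was 0.00114 and 0.00321. Over all alternatives it ranged from 6.99e-24 to 1 and from 1.05e-10 to 1.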

Our comparison of the EHV-4+DTB and EHV-4 conditions identified 119 DEGs, including 94 up-regulated and 25 down-regulated DEGs (Figure 3A). We then looked for enriched functional annotations in the list of up-regulated genes using the Gene Ontology (GO) database. The results of the GO enrichment analysis revealed that the DEGs are significantly (FDR < 0.05) involved in four biological processes (BP): the “defense response to virus”, “negative regulation of viral genome replication”, “regulation of ribonuclease activity”, and “positive regulation of interferon-beta production”. 

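The deposited counts carry Ensembl identifiers without gene names, and no GO annotation was used here, so the enrichment of terms was not analysed. Of the genes that the paper places in these terms, the 3 that it pairs with identifiers, OAS1, OAS2 and OAS3, were all among the up-regulated genes of the edgeR fit.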

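The genes OAS1, OAS2 and OAS3, whose products are oligoadenylate synthetases, were compared between EHV-4+DTB and EHV-4. The log2(FC) of OAS1 was 1.06 (standard error 0.18, edgeR adjusted p = 0.00964), that of OAS2 was 1.17 (standard error 0.17, edgeR adjusted p = 0.00250), and that of OAS3 was 1.24 (standard error 0.12, edgeR adjusted p = 5.91e-05). For each of the 3 genes, every EHV-4+DTB culture lay above every EHV-4 culture. OAS1 lost an adjusted p below 0.05 without EHV-4 culture 605, where its edgeR adjusted p was 0.0565, and when the 6 infected cultures alone were fitted, where it was 0.0745, within a range of 7.70e-06 to 1 over its alternatives. With each culture left out in turn, the log2(FC) stayed between 0.89 and 1.26 for OAS1, between 0.94 and 1.37 for OAS2 and between 1.11 and 1.32 for OAS3. It was not above 1 for OAS1 without EHV-4 culture 559 (0.91), without EHV-4+DTB culture 533 (0.89), with technical replicate a alone (0.996) and with DESeq2 betaPrior (0.84), or for OAS2 without EHV-4+DTB culture 533 (0.94) and with DESeq2 betaPrior (0.97). None of the 3 had a log2(FC) shown to exceed 1 when edgeR's glmTreat tested against that threshold.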

Interestingly, three genes are shared by these four biological processes: ENSECAG00000013435 (OAS1), ENSECAG00000014422 (OAS2), and ENSECAG00000008809 (OAS3). Accordingly, the list of DEGs was also enriched for two molecular functions (MFs): “2′-5′-oligoadenylate synthetase activity” and “double-strand RNA binding” (Figure 3B). We thus analyzed the expression of the 11 DEGs associated with the GO term “defense response to virus” using transcriptomic data from E. Derm cells that were either untreated (CTLs), treated with DTB alone (DTB), infected with EHV-4 (EHV-4), or infected with EHV-4 and treated with DTB (EHV-4+DTB). 

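Of these 11 genes, OAS1, OAS2 and OAS3 are paired with an identifier of the count files in the paper's text. The other 8 are not analysed here. OAS1 had 11.4 ± 0.846 CPM in CTL, 13.2 ± 1.04 CPM in DTB, 16.2 ± 3.89 CPM in EHV-4 and 33.7 ± 7.66 CPM in EHV-4+DTB (SD, n = 3 in each condition). OAS2 had 18.9 ± 1.68, 20.3 ± 0.979, 42.9 ± 3.17 and 96.6 ± 28.4 CPM in the same conditions (SD, n = 3 each). OAS3 had 14.0 ± 1.84, 16.5 ± 1.46, 30.4 ± 1.15 and 71.7 ± 10.7 CPM (SD, n = 3 each). The lowest raw count of any of the 3 genes in a culture was 273.

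**Figure D1:**
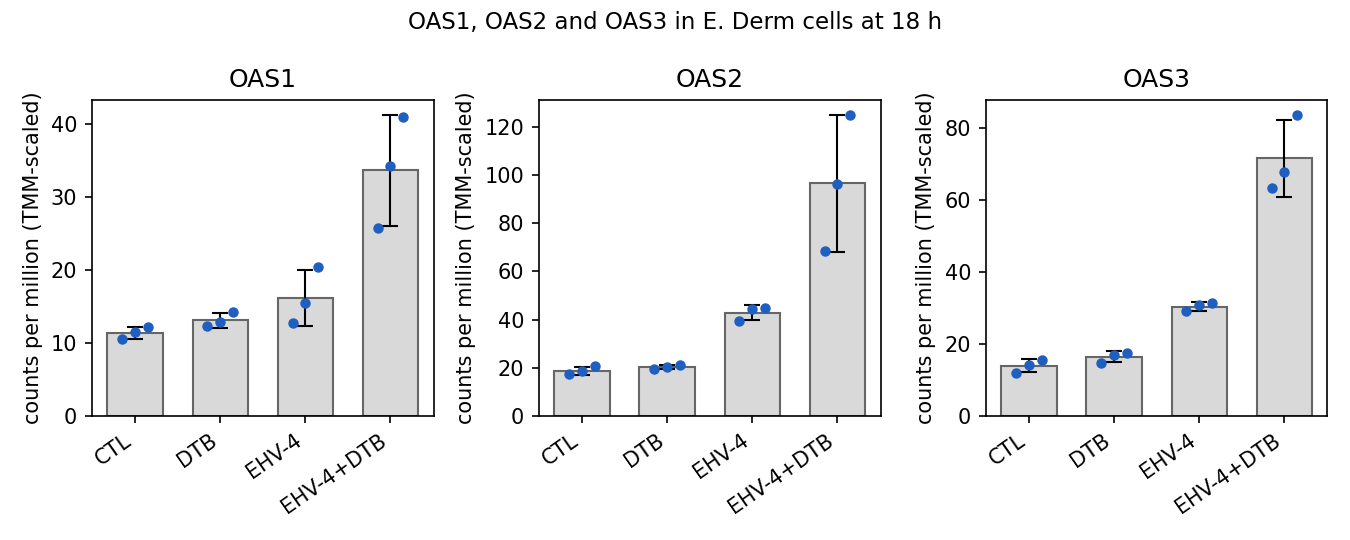
CPM of OAS1, OAS2 and OAS3, scaled by TMM, in the 3 cultures of each condition. Bars are means, error bars are SD and points are cultures. The EHV-4+DTB cultures lie between 25.8 and 41.1 CPM for OAS1, 68.4 and 125 CPM for OAS2 and 63.4 and 83.9 CPM for OAS3, above all cultures of the other conditions.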

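In uninfected cells, DTB compared with CTL gave a log2(FC) of 0.20 for OAS1 (standard error 0.18, edgeR adjusted p = 0.739), 0.11 for OAS2 (standard error 0.17, edgeR adjusted p = 0.878) and 0.24 for OAS3 (standard error 0.13, edgeR adjusted p = 0.477). Adjusted over the list alone, the p-values from the same test were 0.444, 0.544 and 0.244. None of the 3 genes was past the threshold under any of the alternatives tried, with edgeR adjusted p or DESeq2 adjusted p from 0.304 to 1.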

As shown in Figure 3C, DTB alone only induced F2RL1 but showed no effect on the expression of the other genes. 

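In the edgeR fit, EHV-4 alone raised 2 of the 3 OAS genes over CTL. OAS2 had a log2(FC) of 1.19 (standard error 0.17, edgeR adjusted p = 0.00192) and OAS3 of 1.12 (standard error 0.13, edgeR adjusted p = 0.000174). OAS1 had a log2(FC) of 0.50 (standard error 0.19, edgeR adjusted p = 0.138). Adjusted over the list alone, the p of OAS1 was 0.0187, and all 3 genes passed, but the paper chose the list on these samples, so this is not independent evidence. With 1 surrogate variable in the edgeR fit, OAS1 had an adjusted p of 0.00525 over all genes, the lowest of a range that reached 1 over its alternatives. With a block for the order of the culture numbers, chosen after the data were seen, the edgeR adjusted p of OAS1 was 0.0311. The call of OAS1 thus depended on the fit.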

Infection with EHV-4 alone induced about half of the genes (6 out of 11). However, when EHV-4-infected cells were treated with DTB, all eleven genes were induced, and the expression of those induced by EHV-4 alone was further increased. 

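All 3 OAS genes were higher in EHV-4+DTB than in CTL. OAS1 had a log2(FC) of 1.56 (standard error 0.18, edgeR adjusted p = 0.000263), OAS2 of 2.36 (standard error 0.18, edgeR adjusted p = 2.33e-06) and OAS3 of 2.36 (standard error 0.13, edgeR adjusted p = 6.25e-08). EHV-4+DTB also exceeded DTB, with a log2(FC) of 1.36 for OAS1, 2.25 for OAS2 and 2.12 for OAS3 (edgeR adjusted p = 0.00109, 4.03e-06 and 1.97e-07). With each culture left out in turn, the 3 genes kept an adjusted p below 0.05 in both comparisons. OAS1 was not shown to exceed a log2(FC) of 1 by glmTreat in either.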

Overall, this shows that DTB stimulates the expression of antiviral genes in EHV-4-infected cells.

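The difference between the effect of DTB in infected and in uninfected cells was tested as an interaction in the edgeR fit. It was 0.85 on the log2 scale for OAS1 (standard error 0.26), 1.06 for OAS2 (standard error 0.24) and 1.00 for OAS3 (standard error 0.18). Adjusted over the list alone, the edgeR p-values were 0.00632, 0.00129 and 0.000293, on a list that the paper chose on these samples, so they are not independent evidence. Adjusted over all features tested, they were 0.632, 0.373 and 0.324, and 0 features were DEGs for the interaction, while 771 had an unadjusted p under 0.05, where 649 are expected by chance. DESeq2 called 25 DEGs for the interaction, 22 of them with a negative difference and 3 with a positive one. Its adjusted p was 0.0173 for OAS2 and 0.000472 for OAS3, within ranges of 0.00356 to 1 and 3.38e-05 to 1 over the alternatives. In Figure 3C, the paper reports that DTB alone induced F2RL1 and none of the other genes, that EHV-4 alone induced part of them, and that all were induced in EHV-4+DTB, with a further increase of those that EHV-4 induced. From these results, the paper concludes that DTB stimulates antiviral genes in EHV-4-infected cells.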

## 4. Discussion

Respiratory infections induced by equine herpesvirus are endemic worldwide and lead to economic and animal welfare losses for the equine industry. EHV-1 and EHV-4 are the main agents responsible for respiratory infections in horses, with varying degrees of intensity. These viruses also cause abortion in the third trimester of gestation or neonatal death. In order to maximize the disease’s treatment and welfare grounds, antiviral molecules were used in the field on horses [25,26,27]. In experimental infections, valacyclovir (the pro-drug of aciclovir) has shown mixed results on clinical and virological parameters [28,29]. Also, experimental infections with EHV-1 for testing different treatments remain limited due to ethical considerations regarding the secondary forms of the disease, costs, and animal welfare. Unlike EHV-1, EHV-4 infection is usually limited to the respiratory form of the disease, and its involvement in the nervous form has not been demonstrated. Therefore, EHV-4 could serve as a promising alternative for the initial in vivo evaluation of experimental treatments against equine herpesviruses. In addition, it would be very convenient to have antiviral molecules that are active on these two herpesviruses, irrespective of viral species or strain. These reasons motivated the current work and our specific focus on molecules inhibiting both EHV-1 and EHV-4. We started with a subset of 40 compounds, selected for their effects against different human viruses, plus 2 molecules reported for their antiviral activity against EHV-4 [31,33]. The screening against EHV-4 was conducted by impedancemetry and qPCR as previously described [32,33,34]. Among the 14 molecules identified, only 8 (aphidicolin, cidofovir, decitabine, ganciclovir, idoxuridine, pritelivir (BAY 57-1293), valganciclovir, and vidarabine) were selected for inclusion in this study. A limitation of this repositioning strategy is that it limits the discovery of new molecules with efficacy against EHV-4 only, but our goal was to identify compounds with a potent efficacy against EHV-1 and EHV-4. The discovery of new compounds, even by repositioning, is a long and costly process, and with this strategy, we hope to identify compounds with a broad spectrum of applications in the equid alpha-herpesvirus family.

Aciclovir is the only antiviral compound used in the field by veterinarian practitioners to fight EHV-1. In vitro and in vivo studies have demonstrated that aciclovir lacks antiviral activity against EHV-1 [28,32]. Our study confirms the inefficiency of aciclovir against EHV-4, which was already highlighted by two previous works [32,47]. This could explain the lack of efficacy often observed in the field and increase the interest in finding new compounds with a better efficacy. Alongside aciclovir, our screening also identified 28 other compounds with no antiviral effect against EHV-4. Among them, we found statin-based molecules and the 25-hydroxycholesterol. These results are quite surprising due to their antiviral effect detected in repositioning against human and veterinarian viruses [48,49,50]. Dynasore and genistein did not present any antiviral effect, which is in discordance with the study of Spiesschaert et al. [31]. This difference may be due to differences in treatment protocol. In the study reported by Spiesschaert et al., these compounds were used at 310 and 370 µM, respectively, and the cells were pre-treated for 1 h prior to infection. In our study, the concentration of the molecules was 50 µM, and the treatment took place at the same time as the addition of the compound. 

The antiviral effect detected during the screening was then further evaluated by a dose–response assay for a subset of eight compounds. Antiviral activity was confirmed for all of them. 

Idoxuridine was the first anti-herpesvirus drug approved by the FDA in 1962 for topical treatment for keratitis caused by the HSV. Idoxuridine is still used against HSV-1 and HSV-2, but it is used less frequently due to its toxicity [24]. Vidarabine was the first molecule to be used as a systemic treatment for human herpesviruses. Once again, its use is limited because of the disadvantages (toxicity) of the treatment and the discovery of more potent antiviral drugs [24]. 

Pritelivir is an inhibitor of the HSV-1 helicase–primase complex first described by Kleymann et al. in 2002 [51]. Due to its different mode of action, BAY 57-1293 was developed to counter aciclovir-resistant strains of the HSV. To our knowledge, since this study, only new data obtained by our team have been recorded on EHV-1 with the repositioning approach [33]. Similar data were observed in this study on EHV-4. However, these data differed from the results obtained for the HSV [52]. 

The antiviral effect of cidofovir, a nucleotide analog, has been tested on a wide range of viruses, and EC_50_ values vary between different virus families and strains. Regarding equid herpesviruses, the EC_50_ of cidofovir determined on EHV-4 in this study is consistent with previous studies on EHV-1 and EHV-3 [33,53]. 

Ganciclovir and its prodrug, valganciclovir, are two compounds approved for use in human medicine to treat herpesviruses such as the HSV and human cytomegalovirus (HCMV). Following the first study reporting the antiviral effect of ganciclovir against equid herpesviruses 1 and 3 [54], which was reported in 1983, in 2007, Garré et al. published a work presenting EC_50_ values between 0.1 and 0.4 µg/mL against EHV-1 [55]. The pharmacokinetics of ganciclovir (administered intravenously) and valganciclovir (administered orally) were evaluated in horses [56]. The intravenous administration of a dose of 2.5 mg/kg every 8 h for 24 h followed by doses of 2.5 mg/kg every 12 h kept the concentration of ganciclovir in horse sera higher than the EC_50_ value determined in vitro. This study also demonstrates that the oral administration of valganciclovir improves the bioavailability of ganciclovir by 41 ± 20%. Other studies performed in vitro to prevent EHV-1- and EHV-3-mediated infection demonstrate the interest in this molecule [32,33,53]. In the present study, performed in vitro with EHV-4, the EC_50_ values of ganciclovir and valganciclovir were found to be 4.05 µM and 9.55 µM by RTCA and 1.32 µM and 3.60 µM by qPCR, respectively. These results are in agreement with those published previously by Azab et al. and Thieulent et al. [32,47]. 

In 2016, RTCA technology was used by Piret et al. to study the efficacy of ganciclovir and foscarnet drugs against HCMV [57]. The efficacy of ganciclovir against EHV-4 in vitro is in line with that against HCMV by RTCA. More recently, treatment with valganciclovir was tested against EHV-1-infected ponies, and the results showed that the drug reduced the shedding and the viraemia in the infected group compared with the control group [30]. Ganciclovir was used to prevent infection in other species like feline herpesvirus 1 (FHV-1) and canine herpesvirus 1 (CHV-1). Although data against FHV-1 are consistent with our study, those obtained against CHV-1 are different, but again, this result could be explained by the differences in the methodologies of the experiments [58].

In 2007, Goodman et al. studied the efficacy of aphidicolin against EHV-1. Their study indicates that two strains of EHV-1 are susceptible to aphidicolin [59]. In previous studies, aphidicolin also showed potent antiviral activity against EHV-1 [33,60]. In high concentrations, aphidicolin has been shown to have a cytostatic effect on cells. The antiviral effect observed for aphidicolin against EHV-4 could therefore be due to an effect via the cell cycle rather than on virus replication. This hypothesis could be explained by the compound’s mode of action, being an inhibitor of DNA polymerase alpha, as suggested by Sheaff et al. [61].

Decitabine (DTB) has been identified as the most effective compound against EHV-4 in vitro. This compound is a deoxycytidine analog and hypomethylating agent used in the treatment of myelodysplastic syndromes [45,62]. In mice, the toxic concentration of decitabine was estimated to be 25 µM [63]. DTB was shown to modify the methylation of the Epstein–Barr virus genome [64], and our team documented its antiviral activity by showing an inhibitory effect on EHV-1 replication [33]. The current study shows that DTB has antiviral activity against EHV-4, reinforcing its potential for treating rhinopneumonitis. Thieulent et al. proposed that DTB, as a nucleoside analog, is incorporated into the DNA genome of EHV-1 during viral replication and/or impedes the viral polymerase activity, which leads to the inhibition of viral growth [33]. Our transcriptomic analysis identified 119 DEGs that were either up- or down-regulated upon DTB treatment in EHV-4-infected cells. An analysis of the GO terms performed on the subset of 94 up-regulated genes revealed a significant enrichment of the GO terms related to viral replication, in particular 11 genes associated with the “defense response to virus” (GO:0051607). These genes correspond to OAS1, OAS2, OAS3, 2′-5′-oligoadenylate synthase-like protein 2, IFI44L, IRF7, IFIT3, interferon-induced transmembrane protein 3 (IFITM3), interferon-induced protein with tetratricopeptide repeats 1B (IFIT1B), F2RL1, and MX1, which are all implicated in the interferon response. Although DTB was unable to induce these genes on its own, with the exception of F2RL1, it amplified their expression upon infection with EHV-4. It seems that DTB helps to restore the innate immune response of cells infected with this virus. This result is in accordance with what has been previously shown. Indeed, DTB is already known as a stimulator of the IFN pathway and the expression of interferon-stimulated genes (ISGs). In particular, it has been shown that DNA methyltransferase inhibitors such as DTB reactivate the expression of endogenous retroviruses (ERVs), leading to the production of double-stranded RNA molecules that are capable of inducing interferons and ISGs through the TLR3 or the MAVS pathways [65,66]. Additionally, four of the eleven genes whose expression is enhanced by DTB are oligoadenylate synthetases or OASs. These enzymes are activated by dsRNA molecules to produce 2′-5′ oligoadenylates (2-5A) that act as a second messenger to activate the latent ribonuclease or RNAseL. This OAS/RNAseL system is a potent IFN effector pathway, and it has been suggested that herpes simplex virus escapes this antiviral mechanism by stimulating the production of inactive forms of 2-5A [67]. The potent antiviral effect of DTB could be explained by two mechanisms. First, DTB treatment could demethylate cellular DNA, thus inducing the expression of genes involved in the innate antiviral response, as previously described. Secondly, DTB could act as a cytidine analog inhibiting viral DNA replication and exerting a direct antiviral effect.

Although antiviral effects were observed in our study, it is necessary to confirm the antiviral activities of these compounds by ex vivo experiments using organoid models or before in vivo experiments. For example, aciclovir presents an antiviral effect in vitro on cell lines infected with EHV-1 [33,47,55] but does not prevent the infection of equine nasal respiratory explants in an ex vivo model [68]. In addition, the experimental infection of ponies with EHV-1 and treated with valaciclovir did not show any effect of the molecule with respect to reducing clinical signs, nasal shedding, or viremia [28]. Today, organoids are already used in human medicine to study the pathogenesis of a virus and to evaluate the impact of using an antiviral molecule. In 2022, Rybak-Wolf et al. published an article about viral encephalitis induced by HSV-1 in cerebral organoids and concluded that aciclovir treatment stopped viral replication but did not prevent HSV-1-driven defects [69]. Furthermore, the development of organoids in veterinary medicine seems to be already in progress and could be a major advance in research on the antiviral properties of compounds [70,71,72]. 

## 5. Conclusions

In conclusion, the results presented here confirm the ability of ganciclovir to inhibit the replication of EHV-4 in E. Derm cells. No antiviral activity of aciclovir was detected, and the two previously tested compounds, dynasore and genistein, failed to inhibit EHV-4 replication in vitro. Aphidicolin, cidofovir, pritelivir, valganciclovir, and vidarabine present antiviral activity and warrant further investigations. DTB is the most potent compound identified to inhibit EHV-4 replication in vitro. The transcriptomic analysis of DTB-treated infected cells revealed an activation of the innate antiviral response by stimulating the IFN pathway. The combination of DTB with other previously identified compounds requires further investigation in vitro. 

## Figures and Tables

**Figure 1:**
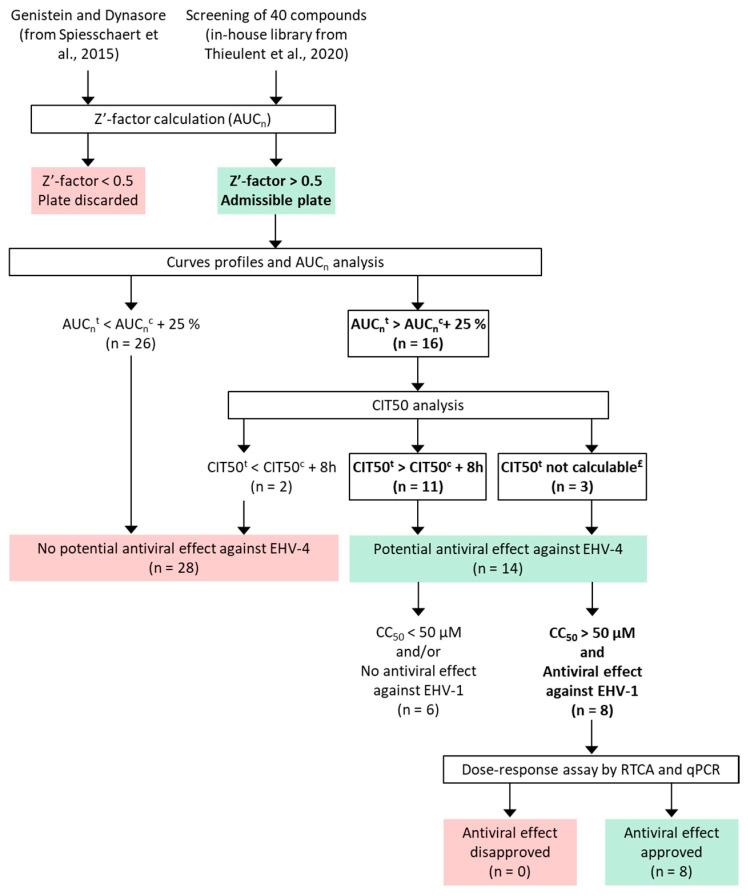
Decision tree for the analysis of data from the screening of 42 compounds ([31,33]) in a 96-well format using (1) RTCA screening and (2) dose response assay by RTCA and qPCR. AUC_n_ corresponds to the area under normalized curves. AUC_n_^t^ is the area under normalized curves of the treated cells. AUC_n_^c^ is the area under normalized curves of the DMSO-treated control cells. CIT_50_^t^ is the time required for the CI_n_ of the treated cells to decrease by 50% after virus infection, and CIT_50_^c^ is the time required for the CI_n_ of the DMSO-treated control cells to decrease by 50% after virus infection. ^£^ CIT_50_^t^ not calculable: treatments prevent the CI_n_ decrease. CC_50_ refers to the half-maximal cytotoxic concentration. The criteria established for the screening step and the determination of EC_50_ values step are indicated in bold.

**Figure 2:**
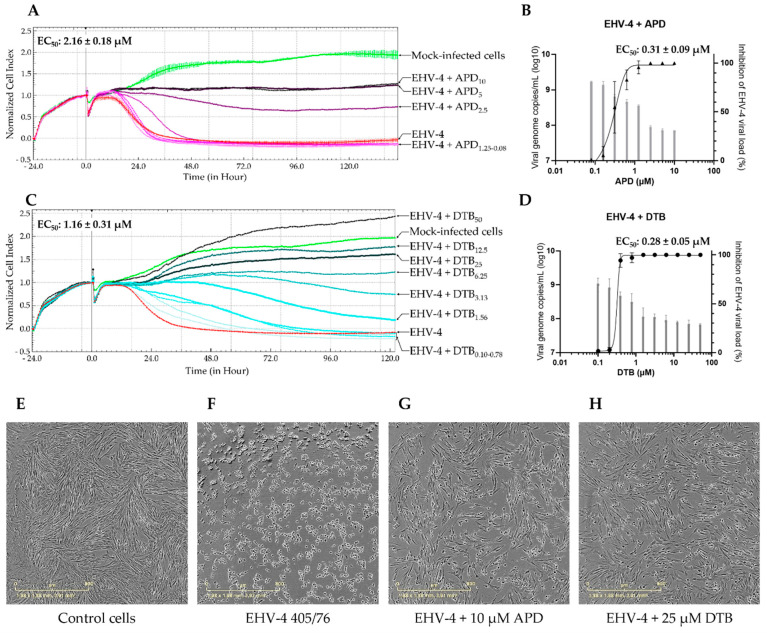
Aphidicolin and decitabine inhibit EHV–4 405/76–induced cytopathic effect and viral replication, as determined by RTCA and qPCR. Real-time monitoring by impedancemetry of cytopathic effect induced by EHV-4 in the presence of aphidicolin (APD) (**A**) or decitabine (DTB) (**C**). The black vertical line corresponds to the normalization time, which is the last time point before infection. The green curve represents the normalized Cell Index (CI_n_) of the mock-infected cells. The red curve represents the CI_n_ of the untreated EHV–4–infected cells. The purple- and blue-shaded curves indicate the CI_n_ of the EHV–4–infected cells treated with a two–fold serial dilution of APD or DTB, respectively. Also shown is the viral genome copy number of EHV–4 measured by qPCR at 48 hpi after treatment with eight concentrations of APD (**B**) or DTB (**D**). Bars correspond to viral load, whereas dots represent the percentage of inhibition. The EC_50_ values were determined from the percentage of the viral load. Each point represents the mean ± SD of three independent experiments. Microscopic observation of mock-infected cells (**E**) or cells infected with EHV–4 405/76 reference strain (**F**) after a treatment with 10 µM of APD (**G**) or 25 µM of DTB (**H**) realized at 48 hpi.

**Figure 3:**
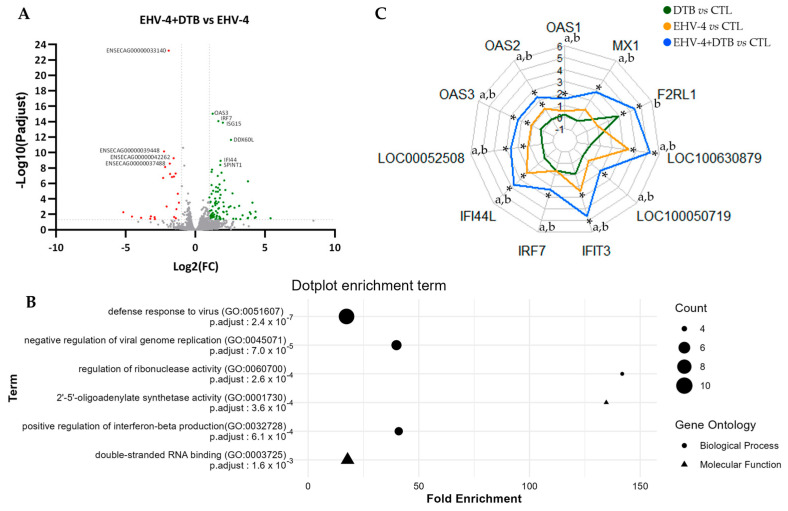
Effect of DTB on the transcriptome of E. Derm cells infected with EHV–4 405/76. (**A**) Volcano plot showing DEGs in EHV–4–infected cells treated with DTB (EHV–4+DTB) when compared to non–treated EHV–4–infected cells (EHV–4). The *x*–axis represents the Log2 fold changes with a cutoff of |Log2(FC)| > 1. The y–axis indicates the –Log10 of the adjusted *p*-values (with Benjamini–Hochberg correction) with a cutoff *p*-value adjusted < 0.05. Gray dots are the non-significant DEGs, red dots represent the significant down-regulated DEGs, and green dots correspond to the significant up-regulated DEGs. The DEGs with the highest adjusted *p*-value are annotated. (**B**) Gene Ontology (GO) enrichment analysis of DEGs. Results of the six significant GO terms showing four biological processes (circle) and two molecular functions (triangle). The size of the dots represents the number of genes. (**C**) Radar chart showing the differential expression of the 11 DEGs implicated in the «defense response to virus» GO term. The axis represents the Log2 fold change for DTB vs. CTLs, EHV–4 vs. CTLs, or EHV–4+DTB vs. CTLs. a represents the significantly different expression levels for EHV–4+DTB vs. DTB. b indicates a significant level of expression of the DEGs for EHV–4+DTB vs. EHV–4. * shows the significant differences from the CTLs with an adjusted *p*-value < 0.05 with Benjamini–Hochberg correction.

**Table 1:** Results of the screening of the antiviral activities of the 42 compounds against EHV-4 405/76 in vitro by RTCA. The most important resultats are bolding. AUC_n_: area under normalized Cell Index curves, %AUC_n_: AUC_n_ of treated EHV-4-infected cells compared to AUC_n_ of untreated EHV-4-infected control cells, CIT_50_: time required for the Cell Index to decrease by 50% after virus infection, ∆CIT_50_: difference between the CIT_50_ of the treated EHV-4-infected well and the CIT_50_ of the untreated EHV-4-infected control well, N.T.: not tested, N.D.: not determinable.

		EHV-4															
Compound Name	Z’factor	AUC_n_				%AUC_n_				CIT_50_				ΔCIT_50_			
		50 µM	10 µM	2 µM	0.4 µM	50 µM	10 µM	2 µM	0.4 µM	50 µM	10 µM	2 µM	0.4 µM	50 µM	10 µM	2 µM	0.4 µM
2′-C-methylcytidine	0.59	30.32	26.93	35.13	37.52	−24.38	−32.85	−12.40	−6.43	33:13:54	33:29:59	40:03:25	41:23:10	00:00:00	00:00:00	00:00:00	00:00:00
25-hydroxycholesterol	0.59	31.86	29.79	34.81	39.29	−20.54	−25.72	−13.19	−2.03	50:17:48	33:54:28	41:47:24	41:04:43	6:28:32	00:00:00	00:00:00	00:00:00
Abacavir sulfate	0.77	32.99	31.76	32.21	38.16	−7.59	−11.03	−9.79	6.89	30:53:42	33:52:45	32:41:22	39:39:32	00:00:00	00:00:00	00:00:00	3:20:47
Aciclovir	0.84	55.9	29.1	33.7	36.7	40.30	−26.91	−15.45	−7.83	25:08:54	23:14:22	19:57:36	20:34:14	00:00:00	00:00:00	00:00:00	00:00:00
Adefovir dipivoxil	0.77	39.70	73.47	93.75	99.92	11.19	105.80	162.61	179.88	N.D.	83:42:08	N.D.	N.D.	N.D.	47:23:23	N.D.	N.D.
**Aphidicolin**	**0.84**	**N.T.**	**106.29**	**81.72**	**27.44**	**N.T.**	**166.79**	**105.13**	**−31.13**	**N.T.**	**N.D.**	**31:52:38**	**18:12:03**	**N.T.**	**N.D.**	**01:56:34**	**00:00:00**
Arbidol	0.59	35.06	37.59	39.33	31.88	−12.56	−6.26	−1.93	−20.51	44:30:54	42:10:11	42:41:50	33:59:50	0:41:38	00:00:00	00:00:00	00:00:00
Atorvastatin	0.59	13.93	17.36	27.80	40.71	−65.25	−56.70	−30.67	1.53	14:49:40	16:02:38	31:27:28	49:00:07	00:00:00	00:00:00	00:00:00	5:10:51
**BAY 57-1293**	**0.92**	**145.59**	**44.70**	**27.62**	**27.43**	**318.36**	**28.45**	**−20.63**	**−21.19**	**N.D.**	**46:14:40**	**30:05:06**	**30:36:01**	**N.D.**	**9:43:03**	**00:00:00**	**00:00:00**
Brivudine	0.92	36.82	31.74	30.37	28.13	5.81	−8.78	−12.72	−19.17	36:00:28	33:58:03	30:48:06	33:15:21	00:00:00	00:00:00	00:00:00	00:00:00
Capecitabine	0.77	33.97	36.13	36.42	35.92	−4.85	1.21	2.01	0.61	34:05:31	34:59:06	36:11:11	37:49:04	00:00:00	00:00:00	00:00:00	1:30:19
**Cidofovir**	**0.59**	**59.40**	**40.56**	**42.07**	**38.54**	**48.13**	**1.14**	**4.91**	**−3.89**	**65:56:11**	**52:15:11**	**44:56:43**	**43:26:35**	**22:06:55**	**8:25:55**	**1:07:27**	**00:00:00**
Cytarabine	0.77	91.89	91.79	32.46	28.59	157.38	157.12	−9.07	−19.93	N.D.	N.D.	34:30:53	30:34:51	N.D.	N.D.	00:00:00	00:00:00
**Decitabine**	**0.77**	**128.21**	**120.54**	**93.80**	**73.51**	**259.12**	**237.65**	**162.75**	**105.91**	**N.D.**	**N.D.**	**65:52:36**	**61:28:17**	**N.D.**	**N.D.**	**29:33:51**	**25:09:32**
Didanosine	0.77	38.91	29.27	36.23	37.77	8.99	−18.02	1.50	5.81	37:24:28	34:16:07	37:23:48	42:13:43	1:05:43	00:00:00	1:05:03	5:54:58
DMXAA	0.59	60.10	41.23	37.99	36.50	49.87	2.81	−5.27	−8.97	50:24:42	38:56:11	41:35:59	39:08:28	6:35:26	00:00:00	00:00:00	00:00:00
Dynasore	0.76	23.18	18.85	13.81	13.10	63.56	33.01	−2.53	−7.53	20:21:09	19:38:53	15:26:11	15:01:12	4:31:40	03:49:24	00:00:00	00:00:00
Eflornithin (dfmo)	0.59	32.46	30.27	32.10	44.63	−19.06	−24.51	−19.95	11.31	35:16:47	34:06:42	36:27:35	49:20:45	00:00:00	00:00:00	00:00:00	5:31:29
Emtricitabine	0.77	37.28	34.12	35.47	36.81	4.43	−4.43	−0.64	3.10	34:46:56	35:10:59	34:12:33	38:55:58	00:00:00	00:00:00	00:00:00	2:37:13
Famciclovir	0.77	37.57	36.03	34.29	39.12	5.24	0.93	−3.95	9.57	39:14:00	36:41:25	33:42:43	37:03:11	2:55:15	0:22:40	00:00:00	0:44:26
Favipiravir	0.59	74.44	37.23	41.18	30.35	85.63	−7.16	2.69	−24.32	56:41:52	41:21:34	42:08:47	32:01:19	12:52:36	00:00:00	00:00:00	00:00:00
5-fluorouracil	0.59	36.75	31.13	31.41	39.89	−8.36	−22.38	−21.67	−0.53	32:01:21	32:46:38	35:53:16	49:10:00	00:00:00	00:00:00	00:00:00	5:20:44
Fluvastatin	0.59	13.86	11.66	16.45	33.08	−65.44	−70.91	−58.97	−17.51	15:02:49	13:46:46	15:06:58	41:48:06	00:00:00	00:00:00	00:00:00	00:00:00
**Ganciclovir**	**0.84**	**138.7**	**116.3**	**74.3**	**57.9**	**248.20**	**191.80**	**86.60**	**45.30**	**N.D.**	**N.D.**	**19:01:38**	**18:32:55**	**N.D.**	**N.D.**	**00:00:00**	**00:00:00**
Genistein	0.76	11.8	13.3	12.8	11.7	−16.72	−6.34	−9.65	−17.49	14:56:56	14:54:14	14:49:31	14:42:04	0:00:00	00:00:00	00:00:00	00:00:00
**Idoxuridine**	**0.84**	**143.7**	**63.0**	**30.6**	**36.8**	**260.81**	**58.10**	**−23.27**	**−7.53**	**N.D.**	**24:54:36**	**17:41:52**	**21:34:08**	**N.D.**	**00:00:00**	**00:00:00**	**00:00:00**
Lamivudine	0.77	31.69	32.69	34.67	37.03	−11.23	−8.43	−2.88	3.73	32:49:09	33:52:25	35:28:41	39:19:13	00:00:00	00:00:00	00:00:00	3:00:28
Maribavir	0.77	45.42	32.99	34.21	33.80	27.23	−7.58	−4.16	−5.32	46:44:06	35:09:24	33:29:27	35:01:33	10:25:21	00:00:00	00:00:00	00:00:00
6-mercaptopurine	0.77	27.72	28.97	37.02	39.53	−22.34	−18.85	3.70	10.72	34:55:04	32:30:01	37:22:22	38:19:02	00:00:00	00:00:00	1:03:37	2:00:17
Nelarabine	0.59	40.34	30.63	32.33	33.26	0.61	−23.61	−19.37	−17.05	48:25:49	34:32:22	35:15:53	34:33:34	4:36:33	00:00:00	00:00:00	00:00:00
Penciclovir	0.77	42.37	30.15	33.23	36.54	18.68	−15.56	−6.93	2.36	42:42:25	31:18:42	33:58:27	35:15:23	6:23:40	00:00:00	00:00:00	00:00:00
Pravastatin	0.59	30.29	37.85	36.52	45.23	−24.47	−5.61	−8.93	12.80	32:36:40	41:38:45	42:04:23	50:06:31	00:00:00	00:00:00	00:00:00	6:17:15
Proguanil hydrochloride	0.59	59.56	38.33	36.10	34.82	48.54	−4.42	−9.97	−13.18	65:51:23	46:29:08	40:48:49	36:43:29	22:02:07	2:39:52	00:00:00	00:00:00
Simvastatin	0.59	20.58	24.99	32.56	34.65	−48.67	−37.68	−18.80	−13.59	17:42:39	27:13:56	37:30:31	38:24:17	00:00:00	00:00:00	00:00:00	00:00:00
Sofosbuvir	0.59	35.76	34.01	33.28	35.31	−10.83	−15.19	−17.01	−11.95	41:47:34	39:39:17	33:18:38	37:03:26	00:00:00	00:00:00	00:00:00	00:00:00
Stavudine	0.77	30.20	32.23	32.94	37.85	−15.40	−9.71	−7.74	6.03	30:37:40	34:01:51	34:08:40	39:18:24	00:00:00	00:00:00	00:00:00	2:59:39
Telbivudine	0.59	39.04	31.31	35.43	30.51	−2.66	−21.92	−11.66	−23.91	47:38:45	37:15:51	38:54:50	35:46:09	3:49:29	00:00:00	00:00:00	00:00:00
Tenofovir disoproxil	0.77	52.88	93.87	43.49	34.89	48.14	162.94	21.81	−2.26	53:28:43	55:11:55	42:54:28	38:11:54	17:09:58	18:53:10	6:35:43	1:53:09
6-thioguanine	0.77	29.32	34.04	38.05	37.89	−17.86	−4.64	6.57	6.13	31:07:08	35:54:30	37:29:47	36:02:10	00:00:00	00:00:00	1:11:02	00:00:00
Valaciclovir	0.77	42.38	27.99	28.12	33.27	18.70	−21.59	−21.24	−6.81	43:09:03	28:31:33	30:35:19	33:07:52	6:50:18	00:00:00	00:00:00	00:00:00
**Valganciclovir hydrochloride**	**0.77**	**145.98**	**75.80**	**42.41**	**33.79**	**308.91**	**112.33**	**18.80**	**−5.35**	**N.D.**	**47:51:36**	**37:06:07**	**33:30:46**	**N.D.**	**11:32:51**	**0:47:22**	**00:00:00**
**Vidarabine**	**0.84**	**71.5**	**48.7**	**35.7**	**41.3**	**79.44**	**22.35**	**−10.34**	**3.77**	**70:50:12**	**48:46:26**	**19:17:51**	**26:50:37**	**40:54:08**	**18:50:22**	**00:00:00**	**00:00:00**

**Table 2:** List of the eight compounds presenting antiviral activity against the EHV-4 405/76 reference strain in vitro on E. Derm cells. Presented data are the mean ± standard deviation (S.D.) of three independent experiments. EC_50_: half-maximal effective concentration measured by impedance using RTCA and qPCR assay. CC_50_: half-maximal cytotoxic concentration measured by impedance using RTCA and CellTiter-Glo; >50 means that the compound did not show cytotoxicity at the highest concentration tested (50 µM). SI (Selectivity Index): ratio of CC_50_ obtained by RTCA and CellTiter-Glo to EC_50_ obtained by RTCA or by qPCR.

	RTCA				qPCR		CellTiter Glo	
	EC_50_ (µM ± S.D)	EC_50_ (µg/mL ± S.D)	CC_50_ (µM)	Si	EC_50_ (µM ± S.D)	EC_50_ (µg/mL ± S.D)	CC_50_ (µM)	SI
Aphidicolin (APD)	2.16 ± 0.18	0.73 ± 0 06	>50	>23.15	0.31 ± 0.09	0.11 ± 0.03	>50	>161.29
Cidofovir (CID)	12.55 ± 4.32	3.50 ± 1.21	>50	>3.98	7.99 ± 3.38	2.23 ± 0.94	>50	>6.26
Decitabine (DTB)	1.16 ± 0.31	0.26 ± 0.07	>50	>43.10	0.28 ± 0.05	0.06 ± 0.01	>50	>178.57
Ganciclovir (GCV)	4.05 ± 0.22	1.03 ± 0.06	>50	>12.35	1.32 ± 1.06	0.34 ± 0.27	>50	>37.88
Idoxuridine (IDX)	33.75 ± 15.85	11.95 ± 5.61	>50	>1.48	7.49 ± 1.00	2.65 ± 0.35	>50	>6.68
Pritelivir (BAY)	17.77 ± 1.20	7.15 ± 0.48	>50	>2.81	3.31 ± 0.89	1.33 ± 0.36	>50	>15.11
Valganciclovir (VGCV)	9.55 ± 2.81	3.38 ± 1.00	>50	>5.24	3.60 ± 1.02	1.28 ± 0.36	>50	>13.89
Vidarabine (VIR)	16.99 ± 4.50	4.85 ± 1.28	>50	>2.94	13.72 ± 1.92	3.91 ± 0.55	>50	>6.68

## Data Availability

The RNASeq gene expression data and raw fastq files are availablein the GEO repository (www.ncbi.nlm.nih.gov/geo/, e.g., accessed on 19 March 2024) under accession number: GSE261894.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/v16050746/s1, Table S1: Library of selected compounds for the screening of antiviral effects by real-time cellular analysis against EHV-4 in vitro.

## References

[1] ICTV Current ICTV Taxonomy Release. https://ictv.global/taxonomy.

[2] Sabine M., Robertson G.R., Whalley J.M. (1981). Differentiation of Sub-Types of Equine Herpesvirus I by Restriction Endonuclease Analysis. Aust. Vet. J..

[3] Studdert M.J., Simpson T., Roizman B. (1981). Differentiation of Respiratory and Abortigenic Isolates of Equine Herpesvirus 1 by Restriction Endonucleases. Science.

[4] Telford E.A.R., Watson M.S., Perry J., Cullinane A.A., Davison A.J. (1998). The DNA Sequence of Equine Herpesvirus-4. DNA Seq..

[5] Pusterla N., James K., Barnum S., Bain F., Barnett D.C., Chappell D., Gaughan E., Craig B., Schneider C., Vaala W. (2022). Frequency of Detection and Prevalence Factors Associated with Common Respiratory Pathogens in Equids with Acute Onset of Fever and/or Respiratory Signs (2008–2021). Pathogens.

[6] O’Keefe J., Alley M., Jones D., Wilks C. (1995). Neonatal Mortality Due to Equid Herpesvirus 4 (EHV-4) in a Foal. Aust. Vet. J..

[7] Meyer H., Thein P., Hübert P. (1987). Characterization of Two Equine Herpesvirus (EHV) Isolates Associated with Neurological Disorders in Horses. Zentralblatt Vet. Reihe B J. Vet. Med. Ser. B.

[8] Borchers K., Wolfinger U., Ludwig H. (1999). Latency-Associated Transcripts of Equine Herpesvirus Type 4 in Trigeminal Ganglia of Naturally Infected Horses. J. Gen. Virol..

[9] Allen G.P., Kydd J.H., Slater J.D., Smith K.L. (2004). Equid Herpesvirus 1 and Equid Herpesvirus 4 Infections. Infectious Diseases of Livestock.

[10] Gilkerson J.R., Whalley J.M., Drummer H.E., Studdert M.J., Love D.N. (1999). Epidemiology of EHV-1 and EHV-4 in the Mare and Foal Populations on a Hunter Valley Stud Farm: Are Mares the Source of EHV-1 for Unweaned Foals. Vet. Microbiol..

[11] Ataseven V.S., Dağalp S.B., Güzel M., Başaran Z., Tan M.T., Geraghty B. (2009). Prevalence of Equine Herpesvirus-1 and Equine Herpesvirus-4 Infections in Equidae Species in Turkey as Determined by ELISA and Multiplex Nested PCR. Res. Vet. Sci..

[12] Ploszay G., Rola J., Larska M., Zmudzinski J.F. (2013). First Report on Equine Herpesvirus Type 4 Isolation in Poland--Evaluation of Diagnostic Tools. Pol. J. Vet. Sci..

[13] Badenhorst M., Page P., Ganswindt A., Laver P., Guthrie A., Schulman M. (2015). Detection of Equine Herpesvirus-4 and Physiological Stress Patterns in Young Thoroughbreds Consigned to a South African Auction Sale. BMC Vet. Res..

[14] Azab W., Bedair S., Abdelgawad A., Eschke K., Farag G.K., Abdel-Raheim A., Greenwood A.D., Osterrieder N., Ali A.A.H. (2019). Detection of Equid Herpesviruses among Different Arabian Horse Populations in Egypt. Vet. Med. Sci..

[15] El Brini Z., Fassi Fihri O., Paillot R., Lotfi C., Amraoui F., El Ouadi H., Dehhaoui M., Colitti B., Alyakine H., Piro M. (2021). Seroprevalence of Equine Herpesvirus 1 (EHV-1) and Equine Herpesvirus 4 (EHV-4) in the Northern Moroccan Horse Populations. Animals.

[16] Welch H.M., Bridges C.G., Lyon A.M., Griffiths L., Edington N. (1992). Latent Equid Herpesviruses 1 and 4: Detection and Distinction Using the Polymerase Chain Reaction and Co-Cultivation from Lymphoid Tissues. J. Gen. Virol..

[17] Borchers K., Wolfinger U., Lawrenz B., Schellenbach A., Ludwig H. (1997). Equine Herpesvirus 4 DNA in Trigeminal Ganglia of Naturally Infected Horses Detected by Direct in Situ PCR. J. Gen. Virol..

[18] Taouji S., Collobert C., Gicquel B., Sailleau C., Brisseau N., Moussu C., Breuil M.F., Pronost S., Borchers K., Zientara S. (2002). Detection and Isolation of Equine Herpesviruses 1 and 4 from Horses in Normandy: An Autopsy Study of Tissue Distribution in Relation to Vaccination Status. J. Vet. Med. B Infect. Dis. Vet. Public Health.

[19] Pusterla N., Mapes S., David Wilson W. (2012). Prevalence of Latent Alpha-Herpesviruses in Thoroughbred Racing Horses. Vet. J..

[20] Heldens J.G., Kersten A.J., Weststrate M.W., van den Hoven R. (2001). Duration of Immunity Induced by an Adjuvanted and Inactivated Equine Influenza, Tetanus and Equine Herpesvirus 1 and 4 Combination Vaccine. Vet. Q..

[21] Heldens J.G., Hannant D., Cullinane A.A., Prendergast M.J., Mumford J.A., Nelly M., Kydd J.H., Weststrate M.W., van den Hoven R. (2001). Clinical and Virological Evaluation of the Efficacy of an Inactivated EHV1 and EHV4 Whole Virus Vaccine (Duvaxyn EHV1,4). Vaccination/Challenge Experiments in Foals and Pregnant Mares. Vaccine.

[22] Pavulraj S., Eschke K., Theisen J., Westhoff S., Reimers G., Andreotti S., Osterrieder N., Azab W. (2021). Equine Herpesvirus Type 4 (EHV-4) Outbreak in Germany: Virological, Serological, and Molecular Investigations. Pathogens.

[23] Couroucé A., Normand C., Tessier C., Pomares R., Thévenot J., Marcillaud-Pitel C., Legrand L., Pitel P.-H., Pronost S., Lupo C. (2023). Equine Herpesvirus-1 Outbreak During a Show-Jumping Competition: A Clinical and Epidemiological Study. J. Equine Vet. Sci..

[24] De Clercq E., Li G. (2016). Approved Antiviral Drugs over the Past 50 Years. Clin. Microbiol. Rev..

[25] Murray M.J., del Piero F., Jeffrey S.C., Davis M.S., Furr M.O., Dubovi E.J., Mayo J.A. (1998). Neonatal Equine Herpesvirus Type 1 Infection on a Thoroughbred Breeding Farm. J. Vet. Intern. Med..

[26] Friday P.A., Scarratt W.K., Elvinger F., Timoney P.J., Bonda A. (2000). Ataxia and Paresis with Equine Herpesvirus Type 1 Infection in a Herd of Riding School Horses. J. Vet. Intern. Med..

[27] Henninger R.W., Reed S.M., Saville W.J., Allen G.P., Hass G.F., Kohn C.W., Sofaly C. (2007). Outbreak of Neurologic Disease Caused by Equine Herpesvirus-1 at a University Equestrian Center. J. Vet. Intern. Med..

[28] Garré B., Gryspeerdt A., Croubels S., De Backer P., Nauwynck H. (2009). Evaluation of Orally Administered Valacyclovir in Experimentally EHV1-Infected Ponies. Vet. Microbiol..

[29] Maxwell L.K., Bentz B.G., Gilliam L.L., Ritchey J.W., Pusterla N., Eberle R., Holbrook T.C., McFarlane D., Rezabek G.B., Meinkoth J. (2017). Efficacy of the Early Administration of Valacyclovir Hydrochloride for the Treatment of Neuropathogenic Equine Herpesvirus Type-1 Infection in Horses. Am. J. Vet. Res..

[30] Thieulent C.J., Sutton G., Toquet M.-P., Fremaux S., Hue E., Fortier C., Pléau A., Deslis A., Abrioux S., Guitton E. (2022). Oral Administration of Valganciclovir Reduces Clinical Signs, Virus Shedding and Cell-Associated Viremia in Ponies Experimentally Infected with the Equid Herpesvirus-1 C2254 Variant. Pathogens.

[31] Spiesschaert B., Osterrieder N., Azab W. (2015). Comparative Analysis of Glycoprotein B (gB) of Equine Herpesvirus Type 1 and Type 4 (EHV-1 and EHV-4) in Cellular Tropism and Cell-to-Cell Transmission. Viruses.

[32] Thieulent C.J., Hue E.S., Fortier C.I., Dallemagne P., Zientara S., Munier-Lehmann H., Hans A., Fortier G.D., Pitel P.-H., Vidalain P.-O. (2019). Screening and Evaluation of Antiviral Compounds against Equid Alpha-Herpesviruses Using an Impedance-Based Cellular Assay. Virology.

[33] Thieulent C., Hue E.S., Sutton G., Fortier C., Dallemagne P., Zientara S., Munier-Lehmann H., Hans A., Paillot R., Vidalain P.-O. (2020). Identification of Antiviral Compounds against Equid Herpesvirus-1 Using Real-Time Cell Assay Screening: Efficacy of Decitabine and Valganciclovir Alone or in Combination. Antiviral Res..

[34] Thieulent C., Fortier C., Munier-Lehmann H., Suzanne P., Dallemagne P., Zientara S., Hans A., Paillot R., Vidalain P.-O., Pronost S. (2020). Screening of Potential Antiviral Molecules against Equid Herpesvirus-1 Using Cellular Impedance Measurement: Dataset of 2,891 Compounds. Data Brief.

[35] Zhang J.H., Chung T.D., Oldenburg K.R. (1999). A Simple Statistical Parameter for Use in Evaluation and Validation of High Throughput Screening Assays. J. Biomol. Screen..

[36] Pan T., Huang B., Zhang W., Gabos S., Huang D.Y., Devendran V. (2013). Cytotoxicity Assessment Based on the AUC50 Using Multi-Concentration Time-Dependent Cellular Response Curves. Anal. Chim. Acta.

[37] Diallo I.S., Hewitson G., Wright L.L., Kelly M.A., Rodwell B.J., Corney B.G. (2007). Multiplex Real-Time PCR for the Detection and Differentiation of Equid Herpesvirus 1 (EHV-1) and Equid Herpesvirus 4 (EHV-4). Vet. Microbiol..

[38] Jourdren L., Bernard M., Dillies M.-A., Le Crom S. (2012). Eoulsan: A Cloud Computing-Based Framework Facilitating High Throughput Sequencing Analyses. Bioinformatics.

[39] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics.

[40] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map Format and SAMtools. Bioinformatics.

[41] Anders S., Pyl P.T., Huber W. (2015). HTSeq—A Python Framework to Work with High-Throughput Sequencing Data. Bioinformatics.

[42] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome Biol..

[43] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Systematic and Integrative Analysis of Large Gene Lists Using DAVID Bioinformatics Resources. Nat. Protoc..

[44] Sherman B.T., Hao M., Qiu J., Jiao X., Baseler M.W., Lane H.C., Imamichi T., Chang W. (2022). DAVID: A Web Server for Functional Enrichment Analysis and Functional Annotation of Gene Lists (2021 Update). Nucleic Acids Res..

[45] Kagan A.B., Garrison D.A., Anders N.M., Webster J.A., Baker S.D., Yegnasubramanian S., Rudek M.A. (2023). DNA Methyltransferase Inhibitor Exposure-Response: Challenges and Opportunities. Clin. Transl. Sci..

[46] Betz U.A.K., Fischer R., Kleymann G., Hendrix M., Rübsamen-Waigmann H. (2002). Potent in Vivo Antiviral Activity of the Herpes Simplex Virus Primase-Helicase Inhibitor BAY 57-1293. Antimicrob. Agents Chemother..

[47] Azab W., Tsujimura K., Kato K., Arii J., Morimoto T., Kawaguchi Y., Tohya Y., Matsumura T., Akashi H. (2010). Characterization of a Thymidine Kinase-Deficient Mutant of Equine Herpesvirus 4 and in Vitro Susceptibility of the Virus to Antiviral Agents. Antiviral Res..

[48] Zhang J., Yang G., Wang X., Zhu Y., Wang J. (2022). 25-Hydroxycholesterol Mediates Cholesterol Metabolism to Restrict Porcine Deltacoronavirus Infection via Suppression of Transforming Growth Factor Β1. Microbiol. Spectr..

[49] Españo E., Kim J.-K. (2022). Effects of Statin Combinations on Zika Virus Infection in Vero Cells. Pharmaceutics.

[50] Osuna-Ramos J.F., Farfan-Morales C.N., Cordero-Rivera C.D., De Jesús-González L.A., Reyes-Ruiz J.M., Hurtado-Monzón A.M., Palacios-Rápalo S.N., Jiménez-Camacho R., Meraz-Ríos M.A., Del Ángel R.M. (2023). Cholesterol-Lowering Drugs as Potential Antivirals: A Repurposing Approach against Flavivirus Infections. Viruses.

[51] Kleymann G. (2004). Helicase Primase: Targeting the Achilles Heel of Herpes Simplex Viruses. Antivir. Chem. Chemother..

[52] Biswas S., Kleymann G., Swift M., Tiley L.S., Lyall J., Aguirre-Hernández J., Field H.J. (2008). A Single Drug-Resistance Mutation in HSV-1 UL52 Primase Points to a Difference between Two Helicase-Primase Inhibitors in Their Mode of Interaction with the Antiviral Target. J. Antimicrob. Chemother..

[53] Vissani M.A., Zabal O., Tordoya M.S., Parreño V., Thiry E., Barrandeguy M. (2018). In Vitro Comparison of Acyclovir, Ganciclovir and Cidofovir against Equid Alphaherpesvirus 3 and Evaluation of Their Efficacy against Six Field Isolates. Rev. Argent. Microbiol..

[54] Smith K.O., Galloway K.S., Hodges S.L., Ogilvie K.K., Radatus B.K., Kalter S.S., Heberling R.L. (1983). Sensitivity of Equine Herpesviruses 1 and 3 in Vitro to a New Nucleoside Analogue, 9-[[2-Hydroxy-1-(Hydroxymethyl) Ethoxy] Methyl] Guanine. Am. J. Vet. Res..

[55] Garré B., van der Meulen K., Nugent J., Neyts J., Croubels S., De Backer P., Nauwynck H. (2007). In Vitro Susceptibility of Six Isolates of Equine Herpesvirus 1 to Acyclovir, Ganciclovir, Cidofovir, Adefovir, PMEDAP and Foscarnet. Vet. Microbiol..

[56] Carmichael R.J., Whitfield C., Maxwell L.K. (2013). Pharmacokinetics of Ganciclovir and Valganciclovir in the Adult Horse. J. Vet. Pharmacol. Ther..

[57] Piret J., Goyette N., Boivin G. (2016). Novel Method Based on Real-Time Cell Analysis for Drug Susceptibility Testing of Herpes Simplex Virus and Human Cytomegalovirus. J. Clin. Microbiol..

[58] Ledbetter E.C., Nicklin A.M., Spertus C.B., Pennington M.R., Van de Walle G.R., Mohammed H.O. (2018). Evaluation of Topical Ophthalmic Ganciclovir Gel for the Treatment of Dogs with Experimentally Induced Ocular Canine Herpesvirus-1 Infection. Am. J. Vet. Res..

[59] Goodman L.B., Loregian A., Perkins G.A., Nugent J., Buckles E.L., Mercorelli B., Kydd J.H., Palù G., Smith K.C., Osterrieder N. (2007). A Point Mutation in a Herpesvirus Polymerase Determines Neuropathogenicity. PLoS Pathog..

[60] Sutton G., Thieulent C., Fortier C., Hue E.S., Marcillaud-Pitel C., Pléau A., Deslis A., Guitton E., Paillot R., Pronost S. (2020). Identification of a New Equid Herpesvirus 1 DNA Polymerase (ORF30) Genotype with the Isolation of a C2254/H752 Strain in French Horses Showing No Major Impact on the Strain Behaviour. Viruses.

[61] Sheaff R., Ilsley D., Kuchta R. (1991). Mechanism of DNA Polymerase Alpha Inhibition by Aphidicolin. Biochemistry.

[62] Xiao J., Liu P., Wang Y., Zhu Y., Zeng Q., Hu X., Ren Z., Wang Y. (2022). A Novel Cognition of Decitabine: Insights into Immunomodulation and Antiviral Effects. Molecules.

[63] Colwell M., Wanner N.M., Drown C., Drown M., Dolinoy D.C., Faulk C. (2021). Paradoxical Whole Genome DNA Methylation Dynamics of 5′aza-Deoxycytidine in Chronic Low-Dose Exposure in Mice. Epigenetics.

[64] Birdwell C.E., Queen K.J., Kilgore P.C.S.R., Rollyson P., Trutschl M., Cvek U., Scott R.S. (2014). Genome-Wide DNA Methylation as an Epigenetic Consequence of Epstein-Barr Virus Infection of Immortalized Keratinocytes. J. Virol..

[65] Chiappinelli K.B., Strissel P.L., Desrichard A., Li H., Henke C., Akman B., Hein A., Rote N.S., Cope L.M., Snyder A. (2015). Inhibiting DNA Methylation Causes an Interferon Response in Cancer via dsRNA Including Endogenous Retroviruses. Cell.

[66] Roulois D., Loo Yau H., Singhania R., Wang Y., Danesh A., Shen S.Y., Han H., Liang G., Jones P.A., Pugh T.J. (2015). DNA-Demethylating Agents Target Colorectal Cancer Cells by Inducing Viral Mimicry by Endogenous Transcripts. Cell.

[67] Cayley P.J., Davies J.A., McCullagh K.G., Kerr I.M. (1984). Activation of the Ppp(A2′p)nA System in Interferon-Treated, Herpes Simplex Virus-Infected Cells and Evidence for Novel Inhibitors of the Ppp(A2′p)nA-Dependent RNase. Eur. J. Biochem..

[68] Glorieux S., Vandekerckhove A.P., Goris N., Yang X.-Y., Steukers L., Van de Walle G.R., Croubels S., Neyts J., Nauwynck H.J. (2012). Evaluation of the Antiviral Activity of (1′S,2′R)-9-[[1′,2′-Bis(Hydroxymethyl)Cycloprop-1′-Yl]Methyl]Guanine (A-5021) against Equine Herpesvirus Type 1 in Cell Monolayers and Equine Nasal Mucosal Explants. Antiviral Res..

[69] Rybak-Wolf A., Wyler E., Pentimalli T.M., Legnini I., Oliveras Martinez A., Glažar P., Loewa A., Kim S.J., Kaufer B.B., Woehler A. (2023). Modelling Viral Encephalitis Caused by Herpes Simplex Virus 1 Infection in Cerebral Organoids. Nat. Microbiol..

[70] Nagy K., Sung H.-K., Zhang P., Laflamme S., Vincent P., Agha-Mohammadi S., Woltjen K., Monetti C., Michael I.P., Smith L.C. (2011). Induced Pluripotent Stem Cell Lines Derived from Equine Fibroblasts. Stem Cell Rev. Rep..

[71] Breton A., Sharma R., Diaz A.C., Parham A.G., Graham A., Neil C., Whitelaw C.B., Milne E., Donadeu F.X. (2013). Derivation and Characterization of Induced Pluripotent Stem Cells from Equine Fibroblasts. Stem Cells Dev..

[72] Fortuna P.R.J., Bielefeldt-Ohmann H., Ovchinnikov D.A., Wolvetang E.J., Whitworth D.J. (2018). Cortical Neurons Derived from Equine Induced Pluripotent Stem Cells Are Susceptible to Neurotropic Flavivirus Infection and Replication: An In Vitro Model for Equine Neuropathic Diseases. Stem Cells Dev..

# Supplementary material for: A Screening Study Identified Decitabine as an Inhibitor of Equid Herpesvirus 4 That Enhances the Innate Antiviral Response
**Source:** Viruses. 2024 May 8;16(5):746. doi: 10.3390/v16050746
**Supplement:** Supplementary file 1

**Supplementary Table S1:** Library of selected compounds for the screening and dose-response assay of antiviral effect by real-time cellular analysis against EHV-4 *in vitro*. N.K.: Not Know

| Compound name                      | Supplier                 | Catalogue no.    | Application                       | Stock solution in DMSO (mM) |
|------------------------------------|--------------------------|------------------|-----------------------------------|-----------------------------|
| 2'-C-methylcytidine                | Ark Phar, Inc.           | AK-88474         | Screening                         | 10                          |
| 25-hydroxycholesterol              | Cayman Europe            | 11097            | Screening                         | 10                          |
| Abacavir sulfate                   | TargetMol                | T6367            | Screening                         | 10                          |
| Aciclovir                          | VWR                      | ABCAAB120631-100 | Screening                         | 20                          |
| Adefovir dipivoxil                 | TargetMol                | T1675            | Screening                         | 10                          |
| Aphidicolin                        | Santa Cruz Biotechnology | Sc-201535        | Screening and dose-response assay | 20                          |
| Arbidol (Umifenovir hydrochloride) | TargetMol                | T0104            | Screening                         | 10                          |
| Atorvastatin                       | N.K.                     | N.K.             | Screening                         | 10                          |
| BAY 57-1293                        | MedChem express          | HY-13303/CS-1693 | Screening and dose-response assay | 20                          |
| Brivudine                          | MedChem express          | HY-13578/CS-6292 | Screening                         | 10                          |
| Capecitabine                       | TargetMol                | T1408            | Screening                         | 10                          |
| Cidofovir                          | TargetMol                | T6244            | Screening and dose-response assay | 10                          |
| Cytarabine                         | TargetMol                | T1272            | Screening                         | 10                          |
| Decitabine                         | TargetMol                | T1508            | Screening                         | 10                          |
| Decitabine                         | MedChem express          | HY-A0004         | Dose-response assay               | 20                          |
| Didanosine                         | TargetMol                | T2578            | Screening                         | 10                          |
| DMXAA (Vadimezan)                  | TargetMol                | T6273            | Screening                         | 10                          |
| Dynasore                           | MedChem express          | HY-15304         | Screening                         | 20                          |
| Eflornithin (dfmo)                 | Sigma Aldrich (Merck)    | D193             | Screening                         | 10                          |
| Emtricitabine                      | TargetMol                | T6214            | Screening                         | 10                          |
| Famciclovir                        | TargetMol                | T1646            | Screening                         | 10                          |
| Favipiravir                        | TargetMol                | T6833            | Screening                         | 10                          |
| 5-fluorouracil                     | AK Scientific, Inc.      | C526             | Screening                         | 10                          |

|                              |                            |                |                                      |    |
|------------------------------|----------------------------|----------------|--------------------------------------|----|
| Fluvastatin                  | N.K.                       | N.K.           | Screening                            | 10 |
| Ganciclovir                  | Clinisciences              | A11645-50      | Screening and<br>dose-response assay | 10 |
| Genistein                    | Sigma Aldrich (Merck)      | G6649-5mg      | Screening                            | 20 |
| Idoxuridine                  | MedChem Tronica            | HY-B0307       | Screening and<br>dose-response assay | 20 |
| Lamivudine                   | TargetMol                  | T0682          | Screening                            | 10 |
| Maribavir                    | TargetMol                  | T2162          | Screening                            | 10 |
| 6-mercaptopurine             | TargetMol                  | T0010          | Screening                            | 10 |
| Nelarabine                   | AK Scientific, Inc.        | R077           | Screening                            | 10 |
| Penciclovir                  | TargetMol                  | T1643          | Screening                            | 10 |
| Pravastatin                  | N.K.                       | N.K.           | Screening                            | 10 |
| Proguanil hydrochloride      | BIONET / Key Organics Ltd. | HS-0102        | Screening                            | 10 |
| Simvastatin                  | N.K.                       | N.K.           | Screening                            | 10 |
| Sofosbuvir                   | TargetMol                  | T6676          | Screening                            | 10 |
| Stavudine                    | TargetMol                  | T1404          | Screening                            | 10 |
| Telbivudine                  | TargetMol                  | T1513          | Screening                            | 10 |
| Tenofovir alafenamide        | TargetMol                  | T2409          | Screening                            | 10 |
| 6-thioguanine                | TargetMol                  | T3089          | Screening                            | 10 |
| Valaciclovir hydrochloride   | TargetMol                  | T1087          | Screening                            | 10 |
| Valganciclovir hydrochloride | TargetMol                  | T1533          | Screening                            | 10 |
| Valganciclovir               | MedChem express            | HY-A0032A      | Dose-response assay                  | 20 |
| Vidarabine                   | CliniSciences              | HY-B0277-100mg | Screening and<br>dose-response assay | 10 |

How the deposited data were processed for this re-analysis (not part of the article)

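The data were the numbers of reads per gene in 24 deposited count files, 1 for each of 2 technical replicates of 12 cultures of E. Derm cells. The 4 conditions (CTL, DTB, EHV-4 and EHV-4+DTB) had 3 cultures each. The authors made the deposited counts with the Eoulsan pipeline. They trimmed poly N tails, removed short reads and reads of low mean quality, aligned the rest with STAR to the horse genome of Ensembl 108 and viral genomes, removed reads matching more than once and counted overlaps with exons by HTSeq-count, aggregated by gene, on the horse annotation with EHV-4 annotations added. The name of the genome build and the strand mode of the counting are not given in the sources used here. The counts were deposited without normalization, as whole numbers. The files hold no rows for unassigned reads.

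From these counts, the technical replicates of each culture were summed and the culture was taken as the unit of replication. The samples were grouped by the labels and the paper. The cultures carry numbers that are not shared between conditions, and no pairing was assigned. The main test was edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization, 1 mean per condition, a dispersion estimated over all 12 cultures, glmQLFit and glmQLFTest, and Benjamini–Hochberg adjustment over the 12982 features tested. The tests were EHV-4+DTB against EHV-4, DTB against CTL, EHV-4 against CTL, EHV-4+DTB against CTL, EHV-4+DTB against DTB, and the interaction of DTB and EHV-4. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are counts relative to the library size scaled by TMM, and log2 CPM used a prior count of 2. A floor of 3 counts was used for genes without counts in a condition. Floors cover counting error only, since PCR copies are not independent molecules.

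The alternatives set before the data were examined were DESeq2 1.42.0 without and with shrinkage (betaPrior), edgeR with RLE or upper quartile factors, no filter on low counts, at least 10 counts in every culture, only the cultures of the conditions compared, either technical replicate alone, EHV-4 features removed, 1 surrogate variable (svaseq, sva 3.50.0), glmTreat against a log2 fold change of 1, and each culture left out in turn. DESeq2 on the 6 infected cultures alone and a block for the order of the culture numbers were added after the data were seen. Neither the labels nor the paper pair the cultures. For the comparison with other splits, cultures were regrouped and the fit was repeated.

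The scripts were tested on simulated counts drawn from the means, dispersions and library sizes of these cultures. For EHV-4+DTB against EHV-4, with 200 genes changed by 2 on the log2 scale and 12769 features in the fit, 188 of the changed genes were called in the right direction and 4 unchanged features were called. For the interaction in the same simulation, 168 of the 200 were called. Apart from the changed genes, all conditions had the same means, without an effect of infection. A change of 2 is larger than the interactions of 0.85 to 1.06 fitted for the OAS genes. The simulation thus does not give the recovery of differences of that size. For DTB against CTL, where nothing was changed, 0 features were called.

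The genes named in the text follow a rule written before the counts were seen and after Figure 3 was seen. It takes the genes that the paper names, the largest rises and falls among DEGs whose cultures do not overlap, and the EHV-4 features with the most counts. The reference gene table used here matched 0 of the 30371 horse identifiers, so genes are named only where the paper pairs an identifier with a name, which it does for OAS1, OAS2 and OAS3. For the same reason the other 8 genes of Figure 3C, the remaining named genes of Figure 3A, the planned gene-set tests and the GO enrichment were not analysed here. Of the genes chosen by size, at most 2 rises are given by identifier. EHV-4 features were not paired with open reading frame names and are reported together.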

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

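The tests of explanations in this part, the overlap of the lists of DEGs, the fit of EHV-4 counts alone and the adjustment over 7 genes were chosen after the results were seen. The comparisons between conditions, the test of the share of EHV-4 counts and the alternatives named here were set before the data were examined, apart from the block for the order of the culture numbers and DESeq2 on the infected cultures alone.

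The paper does not report viral transcripts from these libraries. EHV-4 features took 24.0% ± 2.79 of all counts in EHV-4 and 3.20% ± 0.172 in EHV-4+DTB (SD, n = 3 each), a mean 7.51-fold lower. Every EHV-4+DTB culture lay below every EHV-4 culture (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). In CTL there were 0 counts, which allows a share of up to 3.14e-06%, and in DTB there were 3 counts in all. In the edgeR fit all 74 EHV-4 features tested were lower in EHV-4+DTB, with a log2(FC) from -4.52 to -2.36 and a median of -3.06. The 5 features with the most counts in EHV-4 fell by a log2(FC) of -4.52 to -3.50. The same proportional loss of every viral transcript is argued against: when EHV-4 counts alone were fitted in edgeR, 56 of 74 features changed relative to the EHV-4 total, 43 towards a higher and 13 towards a lower share. Less virus taken up or added in these cultures stays open. The 60 horse genes up-regulated in EHV-4 against CTL had a median log2(FC) of 2.12 there and of 1.31 in EHV-4+DTB against DTB. Their number was 26 and 34 without CTL cultures 493 and 585, and 38, 33 and 30 without EHV-4 cultures 512, 559 and 605. Moreover, genes chosen for a large rise in one set of cultures give a smaller median in others in any case, so the explanations cannot be told apart on this value. Counts are relative, so the amount of viral RNA per cell was not measured. In other cultures, infected at a lower MOI and measured later, the paper found fewer EHV-4 genome copies with DTB by qPCR. Less viral replication may give such a fall here. How DTB acts on the virus was not tested here. That it inhibits viral DNA replication as a cytidine analog, which the paper proposes, remains a hypothesis.

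The fitted effect of DTB on OAS1, OAS2 and OAS3 was larger in infected than in uninfected cells, by 0.85, 1.06 and 1.00 on the log2 scale in the edgeR interaction test. Over all features none of these differences passed (adjusted p = 0.632, 0.373 and 0.324). In this fit they stood out only by p-values adjusted over short lists. Over the 7 genes that the paper gives by identifier, the edgeR p-values were 0.00737, 0.00120 and 0.000233. Over OAS1, OAS2 and OAS3 alone they were 0.00632, 0.00129 and 0.000293. The paper gives these genes for their change in EHV-4+DTB against EHV-4 in the same cultures, which is a part of the interaction, so these p-values are not independent evidence and the choice of the genes stays open as a source of the difference. DESeq2 gave an adjusted p over all features of 0.0173 for OAS2 and 0.000472 for OAS3, within ranges of 0.00356 to 1 and 3.38e-05 to 1 over the alternatives. The choice of scaling factors as the source is argued against. Under DESeq2 size factors, RLE, upper quartile factors and without EHV-4 features, the smallest of the differences was 0.84. The smallest ratio to its standard error was 2.98. Each of these scales the libraries relative to one another, so a change in the total RNA of the host cells was not tested. A single culture as the cause is argued against for OAS3, whose difference stayed between 0.87 and 1.08 with each culture left out, with a largest unadjusted edgeR p of 0.000408. A stronger response of infected cells to DTB, a response set free by the lower amount of virus, and the choice of the genes may each give this pattern. No comparison made here separates them.

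The horse genes annotated by identifier on the left of Figure 3A had fitted differences the other way. ENSECAG00000042262 had -5.87 on the log2 scale (edgeR adjusted p = 0.324 over all features and 0.000233 over the same 7 genes). ENSECAG00000037488 had -3.75 (0.863 and 0.0636). Both had few counts in uninfected cells. The differences of ENSECAG00000033140 and ENSECAG00000039448 were -5.32 and -5.50. Neither passed over all features (edgeR adjusted p = 0.324 and 0.328). The p-values adjusted over the same 7 genes, 0.000233 and 0.000505, have the same limit. Their log2(FC) for DTB was -1.91 and -2.25 in infected cells (edgeR adjusted p = 0.128 and 0.144) and 3.41 and 3.25 in uninfected cells (0.0368 and 0.0953), so that in this fit only the rise of ENSECAG00000033140 was past the threshold. The rise of ENSECAG00000039448 was past it with DESeq2 (adjusted p = 0.0156), no filter on low counts (0.0209), 1 surrogate variable (0.0387), without DTB culture 615 (0.00203) and with the block for the order of the culture numbers (0.0450), within a range of 0.00203 to 0.630 over its alternatives. Both falls in infected cells were past it with the infected cultures alone and without DTB culture 615 (0.0220 or less), and that of ENSECAG00000033140 also with the block (0.0454). With DESeq2 betaPrior, the fall of ENSECAG00000033140 had an adjusted p of 0.0229 but a log2(FC) of -0.51, which is not past the threshold. DESeq2 on the infected cultures alone gave both falls an adjusted p of 1.05e-10 or less. The rise of ENSECAG00000033140 was no longer past it with DESeq2 betaPrior, at least 10 counts in every culture, the cultures compared alone, technical replicate b alone or glmTreat (0.0539 to 0.364), nor without DTB culture 523 (edgeR adjusted p = 0.127) or 569 (0.0986), or without any single culture of CTL (0.115 or more) or of EHV-4 (0.0555 to 0.0614), or without EHV-4+DTB culture 533 or 625 (0.0501 and 0.0615), within a range of 0.000331 to 0.364 over its alternatives. What the spread among the DTB cultures may come from was tested with 1 surrogate variable, under which the larger adjusted p of the 2 genes in infected cells was 0.0683, and stays open. In DTB culture 615 ENSECAG00000033140 was at 5.77 CPM, close to the mean of 4.65 CPM in CTL.

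In uninfected cells, for which the paper reports the genes of Figure 3C, 95 horse genes were up-regulated and 1 was down-regulated by DTB. The number of DEGs was 15, 31 and 29 without CTL cultures 493, 539 and 585, and 32 and 50 without DTB cultures 523 and 569. The 85 genes up-regulated by DTB in infected cells were 40, 37 and 35 without EHV-4 cultures 512, 559 and 605, and 43 without EHV-4+DTB culture 625. Of the 95 genes, 42 were also among the 85 up-regulated by DTB in infected cells, a comparison of other cultures. Chance overlap is argued against, since 0.626 shared genes are expected from the sizes of the lists. Low counts as the only source are argued against too, since 18 genes were shared among those with a mean of at least 1 CPM, where 0.184 are expected. Of the 85 genes, 82 had a log2(FC) above 0 in uninfected cells, and OAS1, OAS2 and OAS3 were not among the 42. All comparisons share one dispersion estimate, which favors the same genes in both lists. The pattern is consistent with an effect of DTB on these genes that does not need infection. The labels of the cultures with DTB give another unit of time than those without it, and a difference in time, if it was real, could not be separated from DTB.

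DTB culture 523 had 4520 counts on EHV-1 features, 0.0144% of its counts, although the paper describes no EHV-1 infection for these cultures. CTL culture 585 had 201 and EHV-4 culture 605 had 110, and the other cultures had 10 or fewer. EHV-4 reads counted on EHV-1 features are argued against: DTB culture 523 had 0 counts on EHV-4 features, and no infected culture, each with 689264 or more EHV-4 counts, had more than 110 on EHV-1 features. Carry-over in 1 technical replicate is argued against, since 51.9% of the EHV-1 counts lay in replicate a, which held 49.4% of all counts of the culture. The counts covered 72 of the 80 EHV-1 features. RNA from another library or a contaminated culture are candidate explanations that cannot be told apart, because either brings counts on many features. Without DTB culture 523, 0 of the 3 OAS genes were past the threshold in DTB against CTL, as with it.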

How the results depend on the processing

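The alternatives were set before the data were examined, apart from the tests with DESeq2 on the 6 infected cultures alone and with a block for the order of the culture numbers, which were chosen after seeing the data. The cause of a changed count was not tested unless stated.

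EHV-4+DTB against EHV-4 gave 168 DEGs, 85 up and 83 down. DEGs in all were 96 with DESeq2 betaPrior, 34 with at least 10 counts in every culture, 77 with EHV-4 features removed, 263 with 1 surrogate variable and 82 with glmTreat. The up-regulated DEGs were 147 with DESeq2, 17 with betaPrior, 33 with at least 10 counts in every culture, 39 with the infected cultures alone, 50 and 43 with technical replicate a or b alone, 168 with 1 surrogate variable and 9 with glmTreat. The down-regulated DEGs were 1 with at least 10 counts in every culture and 7 with EHV-4 features removed. DESeq2 on the infected cultures alone without EHV-4 features gave 22. The stricter filter and the removal of EHV-4 features take the 74 EHV-4 features out of the test by construction, which accounts for the 0 EHV-4 features changed under that filter. With each culture left out, there were 113 to 169 DEGs, 35 to 86 up and 77 to 91 down. The lowest numbers of up-regulated DEGs were 40, 37 and 35 without EHV-4 cultures 512, 559 and 605 and 43 without EHV-4+DTB culture 625. Of the 94 horse DEGs, 92 were also called by DESeq2, 40 with the infected cultures alone and 92 with 1 surrogate variable. RLE and upper quartile factors gave 169 and 168 DEGs.

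DTB against CTL gave 96 DEGs. There were 152 with DESeq2, 18 with betaPrior, 25 with at least 10 counts in every culture, 42 with the cultures compared alone, 38 and 17 with technical replicate a or b alone, 182 with 1 surrogate variable and 8 with glmTreat. With each culture left out there were 15 to 111, with the lowest, 15, without CTL culture 493. EHV-4 against CTL gave 157 DEGs, but 90 with betaPrior, 44 with at least 10 counts in every culture, 72 with EHV-4 features removed and 92 with glmTreat. EHV-4+DTB against CTL gave 398, but 132 with betaPrior, 168 with at least 10 counts in every culture, 202 with the cultures compared alone and 134 with glmTreat. With each culture left out it gave 239 to 555, with 239 and 249 without CTL cultures 493 and 585. EHV-4+DTB against DTB gave 116, but 23 with at least 10 counts in every culture and 39 with EHV-4 features removed. The interaction gave 0 DEGs with edgeR, where 771 features had an unadjusted p under 0.05. It gave 25 with DESeq2, 87 with betaPrior, 17 without a filter on low counts and 7 with 1 surrogate variable. Of the 87, 14 were horse genes and 73 were EHV-4 features, which had almost no counts in uninfected cells. Of the 25, 22 had a negative difference and 3 a positive one. With each culture left out it gave 0 to 21, with 21 only without DTB culture 615.

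The mean share of counts on EHV-4 features was lower in EHV-4+DTB by -2.91 on the log2 scale. The ratio of EHV-4 counts to horse counts scaled by TMM gave -3.37. With each infected culture left out the value stayed between -3.00 and -2.83.

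Of OAS1, OAS2 and OAS3, 0 were induced by DTB alone in the edgeR fit, DESeq2 and every other alternative run, with unadjusted edgeR p-values of 0.296, 0.544 and 0.0814, so that 0 were under 0.05. Genes were called induced when higher with an adjusted p below 0.05. EHV-4 induced 2 over CTL, or 3 with 1 surrogate variable and with the block, and 0 with glmTreat. EHV-4+DTB induced 3 over CTL, or 2 with glmTreat. Over EHV-4 it induced 3, or 2 with the infected cultures alone and without EHV-4 culture 605, and 0 with glmTreat. By construction, glmTreat asks for a log2(FC) beyond 1 and not for any rise. Without regard to significance, the direction of all 3 genes was the same in every comparison and alternative. Of the 3 genes, only OAS2 and OAS3 had alternatives in which the interaction had an adjusted p below 0.05 over all features: DESeq2 without and with betaPrior for both, and no filter on low counts for OAS3.

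Other splits of the cultures give a check on chance. In EHV-4+DTB against EHV-4, only the real split of 10 gave as many DEGs, up-regulated DEGs, down-regulated DEGs, EHV-4 features changed and OAS genes induced, 1 of 10 in each case. The same, 1 of 10, held for DEGs in DTB against CTL, EHV-4 against CTL, EHV-4+DTB against CTL and EHV-4+DTB against DTB, and for OAS genes induced in EHV-4 against CTL and EHV-4+DTB against CTL. With 3 cultures against 3, chance cannot be excluded in this way. The 0 OAS genes induced in DTB against CTL were reached in 10 of 10 splits, and the 0 DEGs of the interaction were reached or exceeded in 100 of 100 splits drawn. For the interaction, 1 of the other splits gave 359 DEGs and no further split gave more than 1. The draw could include the true grouping with the labels of the infected conditions exchanged, which tests the sum of the DTB effects. The make-up of the split with 359 was not recorded, so it is no measure of chance. No split can give fewer than 0. Neither the 0 OAS genes nor the 0 DEGs of the interaction thus says anything about chance.

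The cultures carry no replicate number shared between conditions. Their numbers fall into 3 runs, from 493 to 533, from 539 to 579 and from 585 to 625, each with 1 culture of every condition. The runs could be 3 experiments, but neither the labels nor the paper's text says so. The order of the numbers within each condition was tried as a block while the data were explored. Deviations from the condition means correlated with r from 0.06 to 0.55 (median 0.32) between cultures of the same run, over 18 pairs, and from -0.48 to 0.09 (median -0.17) over the 36 others, across genes, which are not independent replicates. With the block there were 287 DEGs in EHV-4+DTB against EHV-4, 191 of them up, 189 in DTB against CTL, 280 in EHV-4 against CTL, 638 in EHV-4+DTB against CTL, 224 in EHV-4+DTB against DTB and 0 for the interaction, where 1382 features had an unadjusted p under 0.05. The planned gene-set tests, the named-gene tests of genes without an identifier in the paper, and the test on the cultures compared alone for the interaction, which involves all 12 cultures, were not run. Depth limits the genes with few counts: ENSECAG00000037488 had at most 1 count in any uninfected culture.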

Differences from the paper's values

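The paper reports 25 down-regulated DEGs in EHV-4+DTB against EHV-4. The edgeR fit gave 83 over all features and 9 over horse genes. The paper's methods state that EHV-4 annotations were added to the horse annotation for counting. Its text does not say whether EHV-4 features are among the DEGs. The fits here that tested EHV-4 features called 73 or 74 of them down, more than the paper's 25. These values argue against EHV-4 features as a set being among the paper's DEGs. Over all features, every alternative set before the data were examined differed by more than 1.5 times. Over horse genes, DESeq2 gave 23 down but 147 up, and 1 surrogate variable gave 21 down but 168 up. The fit without DTB culture 615 gave 18 down and 78 up. These down-regulated counts fell within 1.5 times of the paper's value. The others did not: DESeq2 betaPrior gave 6, RLE 9, upper quartile factors 7, no filter 11, at least 10 counts in every culture 1, the infected cultures alone 14, technical replicates a and b 7 and 8, EHV-4 features removed 7 and glmTreat 0, and the fits without any other culture gave 4 to 10. DESeq2 on the infected cultures alone, chosen after seeing the values, gave 26 horse genes down and 100 up, and 22 down and 92 up with EHV-4 features removed. Both called all 7 of the genes that the paper gives by identifier and dropped 0. The order of the culture numbers as a block, also chosen after seeing the values, gave 22 horse genes down, but 191 up, and dropped 1 of the 7. The paper's values of 119 DEGs and 94 up-regulated DEGs were within 1.5 times of 168 DEGs over all features, 94 DEGs over horse genes and 85 up-regulated genes in the edgeR fit. The totals over all features include 74 EHV-4 features in this fit and with RLE, and 73 with no filter. If the paper's DEGs hold no EHV-4 features, these totals are not a like comparison. RLE, with 169 DEGs over all features and 86 up, and no filter, with 176 and 92, were also within 1.5 times. DESeq2, with 244 and 147, and 1 surrogate variable, with 263 and 168, were not. Nor were the up-regulated genes with the infected cultures alone (39) or without EHV-4 cultures 512, 559 and 605 (40, 37 and 35).

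The paper gives a mean of 41 ± 12 M reads passing the quality filter per sample, without saying in the text whether the error is an SD. The files hold 26.9 M counts per culture on average. These are 2 different measures, reads before alignment and reads counted on features, and no alternative applies to them.

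The paper's Figure 3A shows ENSECAG00000033140 and ENSECAG00000039448 among the significant down-regulated genes, the first with the smallest adjusted p of all. Their log2(FC) was about -1.9 and about -2.3 in Figure 3A, read by eye, and -1.91 and -2.25 in the edgeR fit. Their edgeR adjusted p was 0.128 and 0.144. Both were past the threshold with edgeR on the infected cultures alone (adjusted p = 0.000675 and 0.0220) and without DTB culture 615 (0.00114 and 0.00321). DESeq2 betaPrior gave ENSECAG00000033140 an adjusted p of 0.0229 with a log2(FC) of -0.51. DESeq2 on the infected cultures alone, chosen after seeing the values, gave 6.99e-24 and 1.05e-10, and with EHV-4 features removed 3.31e-22 and 1.01e-09, dropping 0 of the 7 genes. The order of the culture numbers as a block, chosen after seeing the values, gave ENSECAG00000033140 an adjusted p of 0.0454 and did not call ENSECAG00000039448, 1 of the 7. Over all alternatives the adjusted p ranged from 6.99e-24 to 1 and from 1.05e-10 to 1. ENSECAG00000042262 and ENSECAG00000037488, and OAS3 at the other end of the figure, were DEGs in both. For OAS1, OAS2 and OAS3, the marks of significance against CTL in Figure 3C match the genes called here in all 3 comparisons.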

Other observations

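The tests of explanations in this part were chosen after the results were seen, and the comparisons of the genes that the paper names were set before the data were examined.

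ENSECAG00000042262 and ENSECAG00000037488, horse genes annotated in Figure 3A, had few counts without infection. ENSECAG00000042262 had at most 1 count in any CTL culture, at most 18 in any DTB culture and 12.9 CPM in EHV-4. ENSECAG00000037488 had 0 counts in CTL and between 96 and 107 counts in each EHV-4 culture. EHV-4 reads counted on these genes would be a technical explanation. With DTB they had a log2(FC) of -1.55 (standard error 0.31) and -1.83 (standard error 0.27), where the 74 EHV-4 features lay between -4.52 and -2.36. The gap to the nearest EHV-4 feature was 1.49 and 1.05 standard errors of the difference. That feature was the same for both genes and had a mean of only 17.3 counts in EHV-4. Without it, the smallest gap was 2.27 standard errors for ENSECAG00000042262 and 1.70 for ENSECAG00000037488. ENSECAG00000042262 had 18, 4 and 1 counts in DTB cultures 523, 569 and 615, which had 0, 2 and 1 counts on EHV-4 features in all, so EHV-4 reads do not account for its counts in DTB. These counts are few and do not decide where the counts in infected cells come from. There, EHV-4 reads and transcription of these loci in response to infection cannot be told apart on these values, because the gap of ENSECAG00000037488 is within the spread and that of ENSECAG00000042262 depends on leaving out 1 feature.

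ENSECAG00000033140 and ENSECAG00000039448 spread widely among the DTB cultures. ENSECAG00000033140 had 80.5, 61.1 and 5.77 CPM in DTB cultures 523, 569 and 615, and ENSECAG00000039448 had 34.2, 29.1 and 1.17 CPM. RNA of EHV-4-infected cells in DTB cultures 523 and 569 is argued against, since EHV-4 features took at most 1.02e-05% of their counts. RNA of EHV-1-infected cells as the source in both cultures is argued against as well, since DTB culture 569 had 0 counts on EHV-1 features. In DTB culture 523, EHV-1 features took 0.0144% of the counts. No culture in these data is labelled as infected with EHV-1, so how much such material would add to these genes in DTB culture 523 is not known. An untreated culture labelled as DTB culture 615 is argued against too. The 85 horse genes that DTB raised in infected cells had a median log2 difference from CTL of 1.35 in DTB culture 615, against 1.22 in DTB culture 569, a higher value in DTB culture 523, and between -0.01 and 0.06 for each CTL culture against the others. A source of variation shared across genes and cultures stays open and cannot be told apart from variation of these genes alone: with 1 surrogate variable in the edgeR fit, the larger adjusted p of the 2 genes in EHV-4+DTB against EHV-4 was 0.0683. No biological explanation was tested.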
